# Hypoxia-mediated repression of pyruvate carboxylase drives immunosuppression

**DOI:** 10.1186/s13058-024-01854-1

**Published:** 2024-06-07

**Authors:** Michael F. Coleman, Eylem Kulkoyluoglu Cotul, Alexander J. Pfeil, Emily N. Devericks, Muhammad H. Safdar, Marvis Monteiro, Hao Chen, Alyssa N. Ho, Numair Attaar, Hannah M. Malian, Violet A. Kiesel, Alexis Ramos, Matthew Smith, Heena Panchal, Adam Mailloux, Dorothy Teegarden, Stephen D. Hursting, Michael K. Wendt

## Abstract

**Background:**

Metabolic plasticity mediates breast cancer survival, growth, and immune evasion during metastasis. However, how tumor cell metabolism is influenced by and feeds back to regulate breast cancer progression are not fully understood. We identify hypoxia-mediated suppression of pyruvate carboxylase (PC), and subsequent induction of lactate production, as a metabolic regulator of immunosuppression.

**Methods:**

We used qPCR, immunoblot, and reporter assays to characterize repression of PC in hypoxic primary tumors. Steady state metabolomics were used to identify changes in metabolite pools upon PC depletion. In vivo tumor growth and metastasis assays were used to evaluate the impact of PC manipulation and pharmacologic inhibition of lactate transporters. Immunohistochemistry, flow cytometry, and global gene expression analyzes of tumor tissue were employed to characterize the impact of PC depletion on tumor immunity.

**Results:**

PC is essential for metastatic colonization of the lungs. In contrast, depletion of PC in tumor cells promotes primary tumor growth. This effect was only observed in immune competent animals, supporting the hypothesis that repression of PC can suppress anti-tumor immunity. Exploring key differences between the pulmonary and mammary environments, we demonstrate that hypoxia potently downregulated PC. In the absence of PC, tumor cells produce more lactate and undergo less oxidative phosphorylation. Inhibition of lactate metabolism was sufficient to restore T cell populations to PC-depleted mammary tumors.

**Conclusions:**

We present a dimorphic role for PC in primary mammary tumors vs. pulmonary metastases. These findings highlight a key contextual role for PC-directed lactate production as a metabolic nexus connecting hypoxia and antitumor immunity.

**Graphical abstract:**

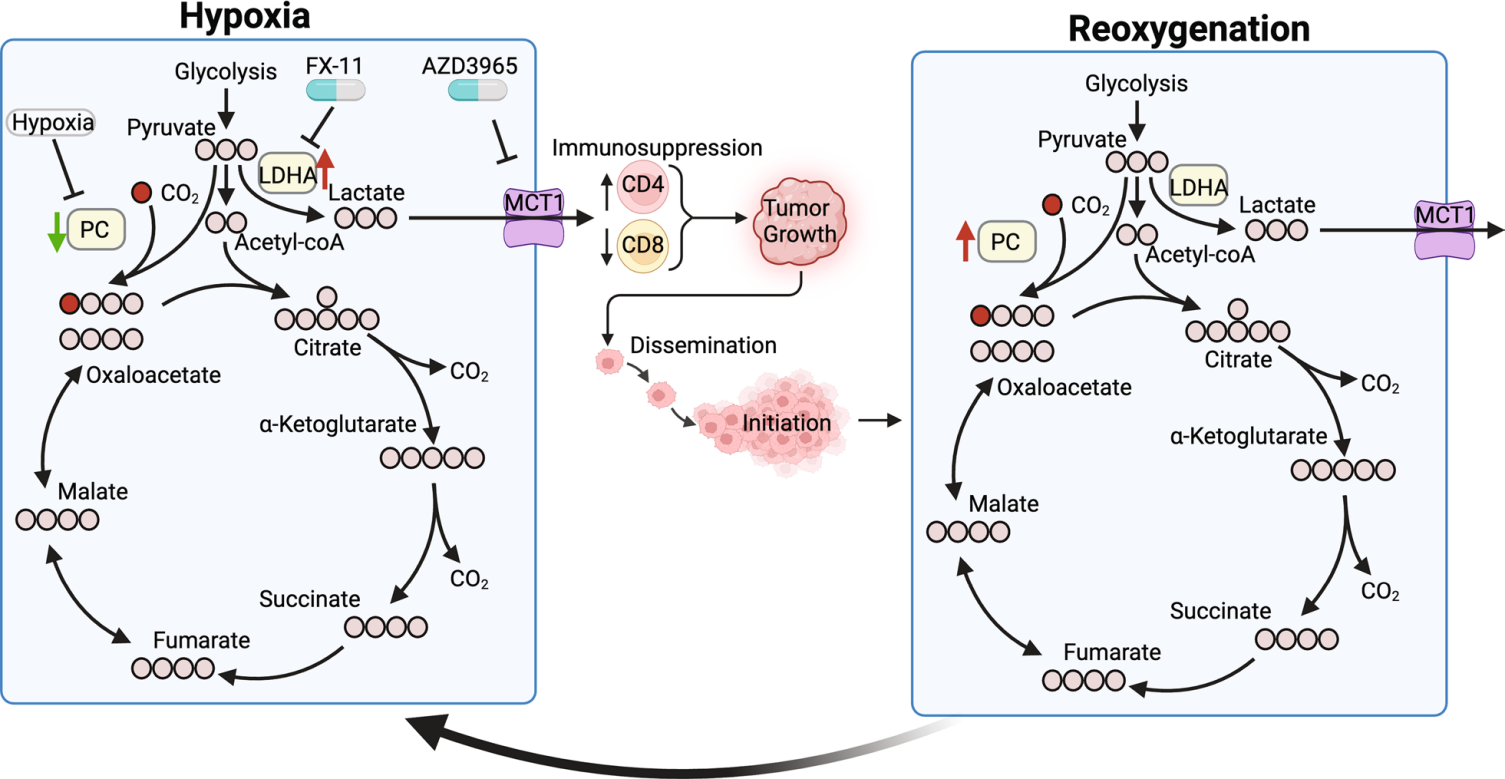

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-024-01854-1.

## Background

Reprogramming metabolism and escaping immune destruction are hallmarks of cancer [1]. The interplay of cancer cells and immune cells in the tumor microenvironment (TME) is a critical determinant of cancer progression and treatment efficacy [2, 3], and is mediated in part through metabolic interactions [4–6]. Rapid cell proliferation and vasculature dysfunction frequently result in solid tumor hypoxia and subsequent reprogramming of central carbon metabolism [7]. Such hypoxia promotes local and metastatic spread via numerous mechanisms including metabolic and transcriptional reprogramming of the TME [7]. Tumoral hypoxia also alters the TME immune landscape by dampening antitumor immune responses while supporting protumor inflammatory signaling [8].

The accelerated glycolytic and biosynthetic processes in cancer cells result in the rapid depletion of essential anabolic nutrients like glucose and glutamine within the tumor microenvironment [6]. Such TME remodeling poses a hostile metabolic environment for activated cytotoxic T cells, key mediators of antitumor immunity, which compete with cancer cells for glucose and glutamine [6]. In contrast, T regulatory (Treg) cells rely more heavily on fatty acid oxidation, thus, enabling the accumulation of Treg cells in the metabolically hostile TME [9]. Lactate, produced by cancer cells at high rates, promotes both formation and activity of Treg cells to limit antitumor immunity [10] and restrict cytotoxic activity of CD8^+^ T cells [6, 11]. Indeed, high lactate levels regulate many cell types within the TME, including cancer cells, T cells, NK cells, tumor associated macrophages (TAMs), and dendritic cells to limit antitumor immunity [12–16]. Lactate secretion from tumor cells is facilitated via monocarboxylate transporters (MCTs) and is accompanied by the export of H^+^ ions acidifying the TME to drive further immunosuppression [17, 18]. Therefore, the expression and activity of these transporters play a pivotal role in immune cell function in the TME and are emerging as important drug targets for the treatment of solid tumors [16, 19–21].

Pyruvate carboxylase (PC) converts pyruvate into oxaloacetate (OAA) to replenish the tricarboxylic acid (TCA) cycle [22]. PC is essential for the development of pulmonary metastasis, with higher expression in pulmonary metastases compared to non-pulmonary tumors [23–25]. However, the relationship between PC and primary tumor growth is less well understood. Pharmacological inhibition of PC, using both immune intact and immunocompromised animals, reduces primary tumor size [23]. Conversely, we have found that shRNA-mediated depletion of PC in mammary cancer cells does not alter primary tumor size [24]. Similarly, there is no association between PC expression and breast tumor size in METABRIC data [24]. Intriguingly, PC is suppressed in TAMs from hypoxic tumors, but hypoxia alone does not reduce PC expression in macrophages [26]. Restoration of PC in TAMs promotes T cell-dependent antitumor immunity to limit tumor growth [26].

Thus, while PC clearly supports the metabolic demands of several tumor types, the relationship between PC, hypoxia, and antitumor immunity remains unclear. Hence, we sought to address the hypothesis that hypoxia-dependent suppression of PC in mammary tumors limits antitumor immunity.

## Methods

All materials used are detailed in Table 1.

**Table 1:** Materials used

Reagent or resource	Source	Identifier
*Antibodies*		
anti-CD8 antibody for IHC	Cell Signaling	Cat#98941
anti-CD4 antibody for IHC	Cell Signaling	Cat#25229
anti-PC antibody for western blot	Millipore-Sigma	Cat#HPA043922
anti-beta tubulin antibody for western blot	Developmental Studies Hybridoma Bank	Cat#E7
anti-LDH-A antibody for western blot	Cell Signaling	Cat#2012
anti-MCT-1 antibody for western blot	Abcam	Cat#ab93048
anti-HIF1a antibody for western blot	Cell Signaling	Cat#14179
anti-phospho-PDH antibody for western blot	Cell Signaling	Cat#31866
anti-AKT antibody for western blot	Cell Signaling	Cat#9272
anti-phospho-AKT antibody for western blot	Cell Signaling	Cat#4060
anti-CD45 antibody for flow cytometry	BD	Cat#564279
viability stain for flow cytometry	Invitrogen	Cat#L34961
anti-CD44 antibody for flow cytometry	BD	Cat#741227
anti-CD11c antibody for flow cytometry	BD	Cat#564986
anti-CD4 antibody for flow cytometry	BD	Cat#741913
anti-F4/80 antibody for flow cytometry	BioLegend	Cat#123124
anti-Ly6G antibody for flow cytometry	BioLegend	Cat#127633
anti-TIM3 antibody for flow cytometry	BD	Cat#747618
anti-IA/IE antibody for flow cytometry	BioLegend	Cat#107661
anti-CD19 antibody for flow cytometry	BioLegend	Cat#115531
anti-NK1.1 antibody for flow cytometry	BioLegend	Cat#108727
anti-CD11b antibody for flow cytometry	eBioscience	Cat#46-0112-82
anti-CD8a antibody for flow cytometry	BioLegend	Cat#100758
anti-CD69 antibody for flow cytometry	BioLegend	Cat#104510
anti-CD103 antibody for flow cytometry	BioLegend	Cat#121426
anti-CD3 antibody for flow cytometry	BioLegend	Cat#100216
anti-PD-1 antibody for flow cytometry	BioLegend	Cat#135224
anti-Ly6C antibody for flow cytometry	BioLegend	Cat#128055
anti-FOXP3 antibody for flow cytometry	eBioscience	Cat#17-5773-80A
*Chemicals, Peptides, and Recombinant Proteins*		
AZD3965	MedKoo Biosciences	Cat#1448671-31-5
FX-11	MedChemExpress	Cat#HY16214
Syrosingopine	Sigma-Aldrich	Cat#SML-1908
Mir05	Oroboros	Cat#60101-01
Critical Commercial Assays		
CellTiter-Glo	Promega	Cat#G7570
Lactate-Glo	Promega	Cat#J5021
Mouse tumor dissociation kit	Miltenyi Biotec	cat#130–096-730
EZNA HP Total RNA kit	Omega Bio-Tek	Cat#R6812
Verso cDNA Synthesis Kit	Thermo Scientific	Cat##AB-1453/B
Maxima SYBR Green/ROX qPCR Mastermix	Thermo Scientific	Cat#K0222
Clariom S Assay HT, mouse	Affymetrix	Cat#902972
Experimental Models: Cell Lines		
MWnt	Hursting lab	NA
E0771	Wendt lab	NA
4T1	Wendt lab	NA
D2.A1	Wendt lab	NA
MDA-MB-231	ATCC	CRM-HTB-26
Experimental Models: Organisms/Strains		
Mouse: C57BL6/J: wildtype	Jackson labs	Strain id: 000664
Mouse: BALB/c: wildtype	Charles River	Strain id: 028
Mouse: NSG: NOD.Cg-*Prkdc*^*scid*^* Il2rg*^*tm1Wjl*^/SzJ	University of North Carolina at Chapel Hill Animal Models Core	NSG
*Oligonucleotides*		
*See Table S1 for oligonucleotide primer sequences*		
Recombinant DNA		
pLV PC over expression	This manuscript	NA
pLV empty vector	This manuscript	NA
pLKO.1 scram shRNA	Dharmacon	RHS6848
psi-LVRU6H scram shRNA	Genecopoeia	CSHCTR001
pLKO.1 shPC25 shRNA	Dharmacon	RMM3981-201836951
pLKO.1 shPC28 shRNA	Dharmacon	RMM3981-201846492
psi-LVRU6H shPC-B shRNA	Genecopoeia	MSH074157
psi-LVRU6H shPC-C shRNA	Genecopoeia	MSH074157
SMARTvector inducible shPC shRNA	Dharmacon	V3SM11253-234391411
PC promotor luciferase reporter	This manuscript	NA
Software and Algorithms		
FlowJo	FlowJo	FlowJo V10.8.1
ImageJ	FIJI	FIJI V2.13.1
Graphpad Prism	Graphpad Software Inc	Graphpad Prism V9.5.1
KMPlotter	Győrffy et al.[33]	NA
GSEA	Subramanian et al., Liberzon et al., and Reimand et al.[30–32]	V4.3.2
CIBERSORTX	Newman et al.[28]	NA

## Experimental models

### Animal husbandry

Female 8–12-week old C57BL6/J, BALB/c, and NSG mice were provided ad libitum access to food and water. C57BL6/J mice used in E0771 studies were fed D12450J (Research Diets, New Brunswick, NJ). C57BL6/J mice used in M-Wnt studies were fed AIN-93G (Research Diets). BALB/c mice used in 4T1 studies were fed standard chow diet (Teklad Global 2018S, Envigo, Indianapolis, IN). NSG mice were fed standard chow diet. Mice were monitored by vivarium staff daily for signs of dehydration, pain, or distress. Only female mice were studied as male sex hormones could confound the study of TNBC.

### Lung colonization

Mice (5/group) were injected via the lateral tail vein with control and PC-depleted E0771 cells (10^6^/100 µl) and their pulmonary tumor growth was observed with bioluminescence imaging using an Advanced Molecular Imager (AMI) (Spectral Instruments, Tucson, AZ) for 28 days. Mice were subsequently euthanized, and the lungs were then removed and fixed in 10% neutral buffered formalin for 48 h, and paraffin embedded.

### Primary tumor studies

Control and PC-depleted E0771 (5 × 10^5^/50 µl) or M-Wnt (5 × 10^4^/50 µl) cells were orthotopically transplanted in PBS into the fourth mammary fat pad of C57BL6/J mice (n = 3–6/group for each experiment), or NSG mice (n = 10/group). PC promoter- luciferase reporter 4T1 cells (4T1-PC-FF) or PC overexpressing (o.e.) 4T1 cells were orthotopically transplanted (2.5 × 10^4^/50 µl) into BALB/c mice and grown for 14–21 days before euthanasia. Body weight was measured weekly and tumor volume (0.5 × length × width^2^) was measured at least twice per week. Primary tumors were weighed; half of each tumor was snap frozen in liquid nitrogen and stored at -80 °C and the other half was formalin fixed and paraffin embedded. Mice bearing doxycycline-inducible shPC tumors were randomized to receive either control or 150 µg/ml doxycycline in their drinking water.

### Tumor resection studies

Orthotopic E0771 tumors were allowed to develop until they reached 200mm^3^ in volume at which point mice the primary tumor was surgically removed. Weekly bioluminescence was used to monitor the development of lung metastasis, and lung weight was determined at euthanasia 10 weeks later.

### In vivo* AZD3965 treatment*

For animals treated with AZD3965, control and PC-depleted E0771 tumors grew for 12 days and then were randomized to begin daily treatment with AZD3965 by oral gavage (50 mg/kg).

### Cell culture models

A549, 4T1, E0771, D2.A1, metM-Wnt^lung^, and MDA-MB-231 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin. A549 cells were deleted of HIF-1a via recombinant Cas9 ribonucleoprotein (RNP) complexes formed by incubating equal amounts of each 200 mM single guide RNA (sgRNA; described below) or each control guide RNA (cgRNA, described below) with 200 mM trans-activating CRISPR RNA (tracrRNA; IDT) at 95 °C for 5 min. sgRNA/tracrRNA duplexes were then incubated at a 1:1.2 molar ratio with recombinant Cas9 protein (IDT) at room temperature for 10 min. These preparations were then transfected via electroporation. sgRNAs design IDs; Hs.Cas9.HIF1A.1.AB (CCUCACACGCAAAUAGCUGA) and Hs.Cas9.HIF1A.1.AC (ACAGUAACCAACCUCAGUGU) were used. Control guide RNAs were purchased from IDT (Alt-R® CRISPR-Cas9 Negative Control crRNA #1 and #2). Single HIF1 α knockout clones were confirmed by qRT-PCR and immunoblot. Where indicated cells were seeded into media with glucose concentrations decreased to 5.6 mM. M-Wnt cells were maintained in RPMI containing, 10% FBS, 1% penicillin-streptomycin, 11 mM glucose, and 4 mM glutamine, prior to experiments M-Wnt cells were seeded in human plasma like media (HPLM) containing 10% FBS and 1% penicillin–streptomycin.

PC was suppressed in E0771 and M-Wnt cells by lentiviral transduction for 48 h, using particles generated by transfection of HEK293T cells with psPAX2, pMD2.G, and Pcx-targeting shRNAs in pLKO.1 or psi-LVRU6H, respectively. TRC lentiviral mouse *Pcx*-targeting shRNAs (lentiviral pLKO.1 TRC cloning vector) were purchased from GE Dharmacon. The target shRNA sequences were AAAGGACAAATAGCTGAAGGG (shPC25), TTGACCTCGATGAAGTAGTGC (shPC28), and TTCTCCGAACGTGTCACGT (Scram) and were selected for using puromycin (5 µg/ml). Similarly, Pcx-targeting shRNA were purchased from Genecopoeia in a psi-LVRU6H vector. The sequences were GAGTTGGAAGAGAATTACAC (shPC-B), CCACAACTTCAACAAGCTCT (shPC-C), and GCTTCGCGCCGTAGTCTTA (Scram) and were selected for using hygromycin (100 µg/ml). Doxycycline inducible PC suppression was achieved by transducing a GE Dharmacon SMARTvector encoding Pcx-targeted shRNA (TGCAATCGAAGGCTGCGTA) into M-Wnt cells as described above and selecting with puromycin (5 µg/ml). To generate PC promotor luciferase reporter cells, the PC promotor fragment from pGL3.0-PC-575-luc [27] was subcloned into pGL4.0 expression vector at KPN1 and XHO1 sites, and transfected into cells. Stable expression of this construct was selected for using puromycin (5 µg/ml). Where indicated, these cells also stably expressed renilla luciferase driven by a CMV promoter, and selected for using hygromycin (500 µg/ml). The 4T1, E0771 and MDA-MB-231 cell lines were separated constructed to stably express CMV-driven firefly luciferase under zeocin selection to allow for luminescent imaging of metastatic growth. PC o.e. 4T1-FF cells were generated by lentiviral transduction of full-length PC CDS or an empty vector control. All cell lines were tested for mycoplasma using R&D Systems MycoProbe Mycoplasma Detection Kit or ATCC Universal Mycoplasma Detection Kit.

## Analytical methods

### RNA extraction and qPCR

RNA was isolated from PC-depleted E0771 and M-Wnt tumors by homogenization in TRIzol, followed by chloroform extraction, and isolation using EZNA HP Total RNA kit. For qPCR analyses, cells were grown at a concentration of 2 × 10^5^ cells/well in corresponding treatment media for 24 h. The next day, cells were harvested, RNA was isolated and cDNA was synthesized. Quantitative PCR was performed using Maxima SYBR Green/ROX qPCR Mastermix using a Biorad CFX Connect Real Time System (Biorad Laboratories, Inc.). Primer sequences were obtained from the Integrated DNA Technology web site. , *Rpl4, Ubc,* *Gapdh* or *18S* were used as housekeeping genes to normalize the gene expression level. The relative difference in gene expression level was calculated using the delta-delta-cycle threshold method.

### Transcriptomic analysis

Sense-strand cDNA was synthesized, fragmented, labeled, and hybridized onto a Clariom S peg plate. The GeneChip® WT PLUS Reagent Kit (Affymetrix) was used to prepare the samples. Labeled cDNA was hybridized to the plate using GeneTitan Hybridization Wash and Stain Kit for WT Arrays (Affymetrix). Quality control and differential gene expression was conducted using Transcriptome Analysis Console (TAC v.4.0.1) software (Affymetrix). Genes were considered differentially expressed if FDRq < 0.05. Transcriptomic data subset using genes from Wikipathways “oxidative phosphorylation” or “electron transport chain”, and visualized by hierarchical clustering and principle component analysis using R. Digital cytometry was performed using CIBERSORTx [28], with previously identified mouse specific immune cell signatures [29]. Differences in cell fractions were determined by t-test.

### Gene set enrichment analyses (GSEA)

Affymetrix transcriptomic profiling data was exported using TAC, and GSEA [30] was conducted using the Hallmark gene sets [31]. FDRq < 0.05 was considered significant. For M-Wnt tumors GSEA was also conducted using the Gene Ontology Biological Processes and significant enriched/suppressed gene sets (FDRq < 0.05) were then visualized by enrichment mapping [32].

METABRIC and breast TCGA mRNA data were accessed via cBioPortal and single sample ssGSEA (ssGSEA) analysis was performed on all patients using the gene set ‘GOBP_HYPOXIA_INDUCIBLE_FACTOR_1ALPHA’. Patients were then grouped into quartiles of ssGSEA scores. The PC expression from Q1 (lowest ssGSEA scores) and Q4 (highest ssGSEA scores) was visualized, and Mann–Whitney U test was performed.

### Immunotherapy response

The correlation of overall survival of patients treated with any anti-PD1, -PDL1, or -CTLA4 associations with PC expression was assessed using automatically determined expression threshold with KMPlotter[33].

### Normal versus cancer analysis

Normal and tumor expression levels of PC across multiple tissues were obtained from the Gene Expression database of Normal and Tumor tissues (GENT2) data base [34], and analyzed by Mann–Whitney U test.

### Immunohistochemistry

Rehydrated 5 µm FFPE sections underwent antigen retrieval for 1 h in a steamer using pH 6.0 citrate buffer, and then progressively blocked with H_2_O_2_ for 10 min and blocking buffer (1% BSA with 5% goat-serum, TBS pH 7.6) for 10 min. Primary antibody incubation occurred overnight at 4 °C using anti-CD4 (1:200) or anti-CD8 (1:200) antibodies in blocking buffer. Biotinylated secondary anti-rabbit and anti-mouse antibodies (Biolegend Inc. #406401 and #405303) were applied for 1 h and then incubated with ABC (Vectastain, Vector Laboratories #PK-6100) for 30 min. Finally, samples were incubated with DAB (Vector Laboratories #SK-4100) for 5 min and counterstained with hematoxylin, before being dehydrated and mounted. Visualization of the samples were performed with a light microscope (Nikon Eclipse TS100, Germany) at 20× magnification and positive staining quantification was performed by ImageJ (imagej.nih.gov/ij/download.html, MD, USA). At least 6 randomly selected fields per slide were evaluated by two microscopists one of whom was blinded to groups. The mean positive cell count for each slide was then used for analysis.

### Metabolomics analyses

E0771 cells were seeded at a density of 2 × 10^5^ cells/plate in treatment media. The next day, metabolites were extracted using acetonitrile/methanol/water and analyzed by the Metabolomics Center at the University of Illinois Urbana Champaign. Hentriacontanoic acid was added to each sample as an internal standard prior to derivatization. Metabolite profiles were acquired using an Agilent GC–MS system (Agilent 7890 gas chromatograph, an Agilent 5975 MSD, and an HP 7683B autosampler). The spectra of all chromatogram peaks were evaluated using the AMDIS 2.71 and a custom-built database with 460 unique metabolites. All known artificial peaks were identified and removed prior to data mining. To compare between samples, data were normalized to the internal standard in each chromatogram, and each sample expressed as relative to control.

### Cell viability and proliferation assays

E0771 cells were seeded at 2 × 10^3^ cells/well in a 96-well plate into low glucose media overnight, then treated with indicated AZD3965 or syrosingopine concentrations. After 24 h of AZD3965 or syrosingopine treatment, cell numbers were quantified by CellTiter-Glo. Viability was calculated relative to the untreated control. All experiment conditions had six technical repeats and experiments were repeated at least three times.

M-Wnt cells were seeded at 2.5 × 10^3^ cells/well in a 96-well plate in HPLM overnight, then treated with 25 µM FX-11. After 24 h of FX-11 treatment relative cell numbers were quantified by staining with 100 µl of MTT solution (0.5 mg/mL 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide in HPLM without FBS) for 90 min and solubilized in 100 µl DMSO. Cytotoxicity was calculated relative to untreated control.

### Hypoxia

Hypoxic cell culture was achieved by displacing atmospheric O_2_ in a humidified modular incubator chamber (Billups-Rothenberg, Del Mar, CA, #MIC-101) with at least 100 L of 1% O_2_, 5% CO_2_, and 94% N_2_ gas mixture and then incubating at 37 °C for 48 h. Normoxic control cells were cultured at atmospheric O_2_ at 37 °C with 5% CO_2_.

### Western blotting

Western blotting was performed using 20 µg of protein isolated in RIPA buffer, resolved on polyacrylamide gels, and transferred to 0.45 µm PVDF membrane. After blocking for 1 h in 1% BSA/TBST buffer, the membranes were incubated overnight at 4 °C with anti-PC antibody (1:500), anti-beta tubulin antibody (1:2000), anti-LDH-A (1:1000), anti-MCT-1 (1:1000), anti-HIF1ɑ (1:1000), anti-PDH (1:1000), anti-phsophoPDH (1:1000), anti-AKT (1:1000), or anti-phosphoAKT (1:1000).

### Lactate-glo assay

The Lactate-Glo assay (Promega, Wisconsin, USA) was used to detect intracellular and extracellular lactate levels in vitro and in vivo. For the in vitro analyses, E0771 and M-Wnt cells were seeded at a concentration of 5 × 10^3^ cells/well in 96-well plates overnight, then the media was exchanged for treatment media. After a 24 h incubation with MCT-1 inhibitors or FX-11, luminescence values were measured according to the manufacturer’s instructions. Ex vivo tumor lactate was determined by homogenization of 20 mg of tumor in PBS followed by centrifugation (10^4^ RCF, 4 °C, 5 min). Lactate levels were determined by Lactate-Glo assay, normalized by total protein, and expressed as relative to scram.

### Extracellular flux analysis

Seahorse Metabolic Flux Analyzer XFe96 or XFe24 instruments (Agilent Seahorse Technologies, Santa Clara, CA) were used to determine cellular oxygen consumption rate (OCR) of in vitro scram and PC-depleted M-Wnt, D2.A1, and E0771 cells. Cells were seeded into Seahorse cell culture plates at a density of 5 × 10^3^ M-Wnt cells/XFe96 or 3 × 10^4^ E0771 or 2 × 10^4^ D2.A1 cells/XFe24 well overnight. 1 h prior to analysis, cells were incubated at 37°C in assay media (serum-free RPMI-1640 media with 10mM glucose, 2mM glutamine, and 1mM pyruvate, without bicarbonate, pH 7.4) at atmospheric CO_2_. Oligomycin (1.0 $$\mu$$M), carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP; 1.0 µM), and rotenone/antimycin A (0.5 µM) were injected sequentially. OCR data was normalized to total protein using a bicinchoninic acid protein assay (Thermo Fisher, Waltham, MA), and then expressed relative to control.

### High-resolution respirometry

An established substrate-uncoupler-inhibitor-titration (SUIT) protocol for high-resolution respirometry (HRR) was utilized with in vitro control and ShPC cells (SUIT-001 O2 ce-pce DOO4, [35]). Cells were re-suspended in Mir05 buffer (Oroboros Instruments, Innsbruck, Austria). 1,000,000 cells were injected into 2 mL pre-calibrated Oxygraph-2k chambers containing Mir05 (O2k, Oroboros Instruments, Innsbruck, Austria). All experiments were performed at 37 °C under constant stirring with oxygen concentrations maintained between 100 and 200 µM. Reoxygenation, as needed, was performed via addition of 5 µl of catalase (112,000U/mL dissolved in Mir05, Sigma C9322) and titration of hydrogen peroxide (50 wt. % in H_2_O, Sigma 516,813) until desired oxygen concentration was reached. Residual oxygen consumption (ROX) was measured after permeabilization with digitonin and subtracted from oxygen flux as a baseline for all respiratory states to obtain mitochondrial respiration. Specific flux was expressed as oxygen consumption per million cells ($$\rho$$ mol$$\bullet$$s^−1^$$\bullet$$million cells). To determine flux control ratios (FCR), respiration values for each replicate were normalized to its respective NS_E_ specific flux. DatLab Software (V7.4, Oroboros Instruments) was utilized for data acquisition and post-experimental analysis.

### Flow cytometry

Tumors were dissociated into single cells using Miltenyi Biotec tumor dissociation kit according to manufacturer’s protocol with enzyme R reduced to 20%. Leukocytes were enriched using a percol gradient, which were passed through a 70 μm filter to ensure single cells. FC receptors were blocked with TruStain FcX (1:50, Biolengend), and BD Horizon Brilliant Stain Buffer. Cell surface markers were stained in the presence of live/dead blue viability dye (1:1600) at the following dilutions 1:150 Ly6G, CD19, and NK1.1; 1:200, CD11c, CD4, F4/80, CD11b, CD8a, CD103, CD3, FOXP3, and PD1; 1:300, CD45 and Ly6C; and 1:400, CD44, IA/IE, and CD69. All samples were measured using full spectrum flowcytometry with a Cytek Aurora, and analyzed using FlowJo.

## Statistical analysis

Python 3.8.5, R 4.0.2, Graphpad Prism 9 software was used for statistical analysis. R packages used were FactoMiner 2.4, factoextra 1.0.7, gplots 3.1.1, and ggpubr 0.4.0. One- and two-way ANOVAs with Tukey’s post-hoc tests, were used where three or more groups existed and t-tests were used to compare two groups. Welch’s correction was applied where variance was not similar between groups. P-values of less than 0.05 were considered significant. Where multiple comparisons were made, p values were considered significant where FDRq < 0.05. No exclusion criteria were utilized in these studies.

## Results

### *A dichotomous role for PC in* pulmonary *versus primary tumors*

Our previous studies utilized several BALB/c syngeneic models of breast cancer to demonstrate that PC is required for metastatic colonization of the lungs [24]. To extend these observations, we similarly conducted tail vein injection assays in C57BL/6 J mice using syngeneic E0771 mammary tumor cells with or without knockdown of PC expression (Fig. 1A–C). Consistent with our previous work, the development of pulmonary tumors following tail vein injection was attenuated in PC-depleted E0771 cells relative to scramble control (Fig. 1D–H). In addition to differences in bioluminescence, total lung weight, and gross enumeration of macroscopic lesions, histological examination of lungs indicated an absence of microscopic lesions in PC-depleted cells (Fig. 1F). To investigate the impact of PC depletion on primary tumor growth, the same scrambled control and PC-depleted cells were orthotopically transplanted into the 4th mammary fat pad (Fig. 1I). In contrast to the inhibitory effect of PC suppression on tumor growth in the lungs following tail vein injection, orthotopic.

**Fig. 1:**
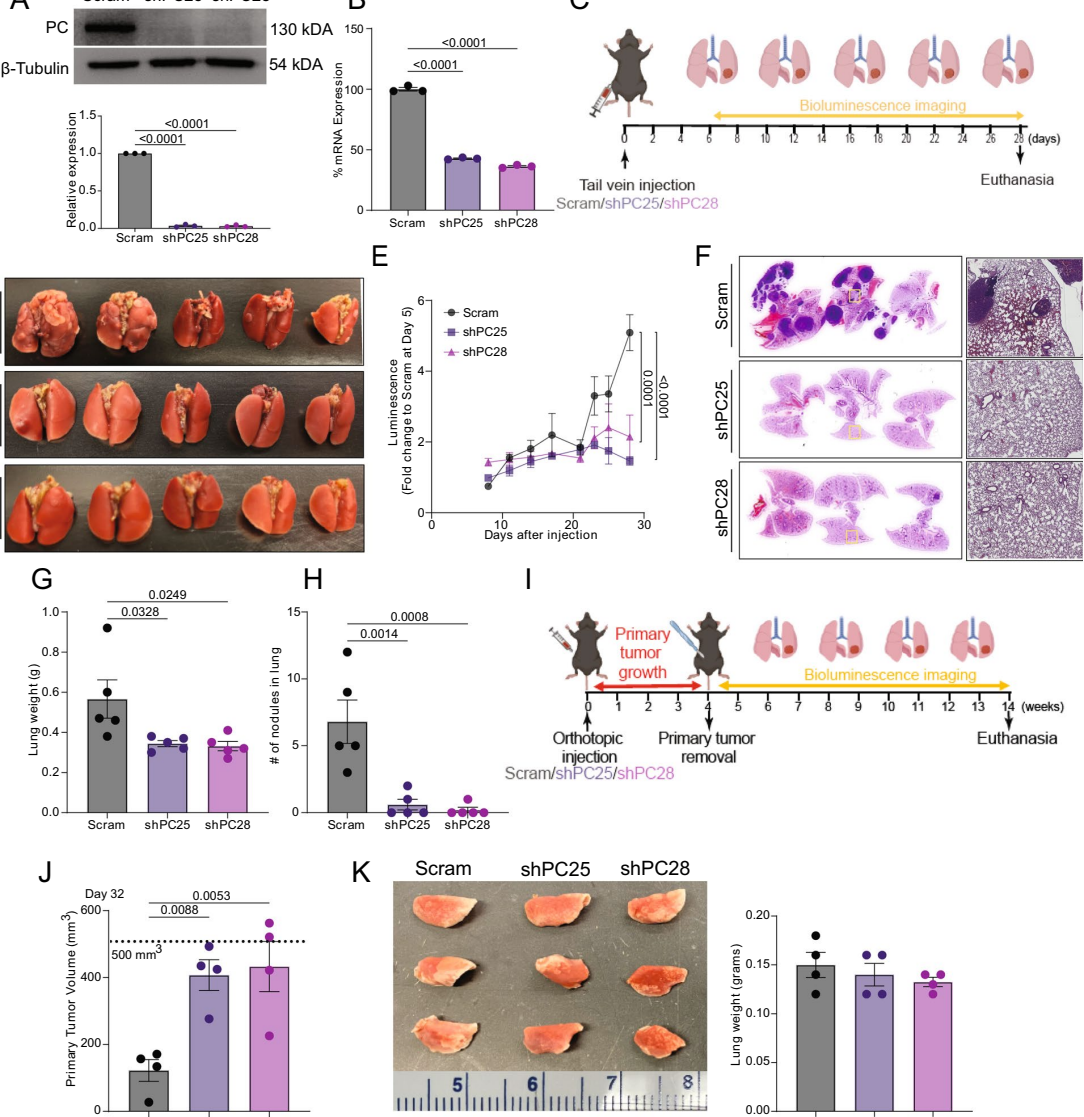
A dichotomous role for PC in pulmonary versus primary tumors. **A** Immunoblot analyses of control (scram) and PC-depleted (shPC25 and shPC28) E0771 cells probed for PC and β-tubulin. **B** Expression of PC in control and PC-depleted E0771 cells was quantified by qPCR (n = 3/group). **C** Experimental timeline of E0771 injected C57BL6/J mice. Mice were injected via the lateral tail vein with 10^6^ E0771 cells. Progression of pulmonary tumors was tracked by bioluminescence imaging every other day for 28 days. **D** Lungs from mice injected with control and PC-depleted E0771 cells. **E** Pulmonary luminescence of the 3 groups (5/group) of mice between Day 8 and 28 following tail vein inoculation. **F** H&E staining of lung histological sections (n = 3/group). **G** Lung weight and **H** pulmonary tumor nodule counts at euthanasia (5/group). **I** Experimental timeline where 5 × 10^5^ control and PC-depleted E0771 cells were orthotopically transplanted onto the mammary fat pads of C57BL6/J mice (5/group). After 4 weeks, primary tumors were removed. Progression of pulmonary metastasis was tracked by bioluminescence imaging for another 10 weeks and animals were sacrificed. **J** Primary tumor volume measurements of control and PC-depleted tumors (n = 4/group). **K** Images and weights of lungs at euthanasia (n = 4/group). Statistical significance determined by one-way ANOVA with Tukey's post-hoc test

tumors from PC-depleted E0771 cells were larger than the scrambled control (Fig. 1J). Spontaneous metastases were not found in either PC-depleted or scrambled control tumor bearing mice (Fig. 1K).

To further investigate the role of PC on orthotopic mammary tumor growth, we utilized M-Wnt cells, another C57BL/6 syngeneic tumor model. Using these cells, we established doxycycline-inducible and constitutive models of PC suppression. Orthotopic tumors from constitutive PC-depleted M-Wnt cells were larger than scrambled control tumors (Fig. 2A). Consistent with constitutive PC-depletion in E0771 and M-Wnt cells, suppression of PC by doxycycline treatment resulted in significantly larger tumors relative to non-doxycycline treated control mice following orthotopic injection of M-Wnt cells with a doxycycline-inducible shPC construct (Fig. 2B, C). 

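Pcx (Entrez Gene 18563) encodes pyruvate carboxylase and is the target of the shRNA. Its log2 signal was 6.73 ± 2.69 (SD, n = 5) in the shPC tumors and 9.20 ± 1.64 (SD, n = 5) in the Ctrl tumors. The difference of -2.48 (standard error 1.19, adjusted p = 0.378 from limma) was within the spread between tumors (exact permutation test, two-sided, p = 0.111). The Ctrl 1 to 5 tumors had 10.43, 7.24, 11.01, 7.79 and 9.54. The shPC 1 to 5 tumors had 9.91, 4.69, 9.39, 4.49 and 5.15, so 3 of the 5 lay below all Ctrl tumors and shPC 1 and shPC 3 lay within the Ctrl range. With the mean signal of adipocyte genes as a covariate the difference was -0.43 (standard error 0.26, adjusted p = 0.638, in a range of 0.118 to 0.927 over all alternatives tried). The arrays measured whole tumors, so the signal of Pcx in tumor cells was not measured apart from that in fat cells of the host, and the difference of -2.48 is not a readout of the knockdown in tumor cells alone. Tumors are named here as they are labelled.
The tumors grew from M-Wnt cells, a mouse mammary cancer line, carrying an shRNA that doxycycline switches on. For each tumor 50000 cells were placed in the 4th mammary fat pad of C57BL6/J mice. The mice of the shPC group had 150 µg/ml doxycycline in their drinking water and the Ctrl mice had standard drinking water, so the drug was given to the shPC group alone. RNA of the whole tumors, host cells included, was labelled with the WT PLUS kit and hybridized to Clariom S mouse arrays, 1 per tumor. The sources used here do not say whether any mouse gave more than 1 tumor, and p-values measure the spread between these 10 tumors. The authors deposited log values for 22206 probe sets, read here as log2, the base of the Affymetrix software, and neither the base nor the normalization is given in the sources used here. The highest value of each array was 19.04 to 19.19, which read as log2 exceeds the range of a 16-bit scanner, so the base is not certain. Of the probe sets 19572 name 1 gene, and 19505 genes were tested, each by its probe set with the highest mean. Differences are shPC minus Ctrl on the log2 scale. Genes were compared with limma 3.58.1, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists, each of 1 process or cell type, were written from general knowledge, and 58 of the 59 had enough measured genes to be tested. The mitochondrial genome list had 0. They were compared with all other genes by limma's camera with a preset correlation of 0.01 between genes, which 37 lists passed as lower and 3 as higher. With correlations estimated from these tumors 0 lists passed (smallest adjusted p = 0.189), so for each list that passed this adjusted p is given too. For 33 of these 40 lists it is the highest adjusted p of all alternatives, and for the others a range is given. A self-contained test of the same lists (fry) passed 0 and preranked GSEA (fgsea) passed 35 as lower and 4 as higher. An exact permutation test of the mean of a list per tumor, adjusted over the 58 lists, was passed by 16, each with all shPC tumors below all Ctrl tumors. Each of the 16 had the smallest p this test can give, 0.00794, so the adjusted p depends on how many lists reached it. Several of these lists share genes and are not independent. The number of tumors limits the precision. The lists, the rule for the genes named and the alternatives were set before the data were examined, except a fit without Ctrl 1 and shPC 5, which was added later and is counted in the ranges. The set names of Fig. 2D and 2E, results of these same arrays, had been seen when the lists were written. The lists stand for those processes and for the paper's cell types, so their themes were not a blind choice.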

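No single gene passed the adjusted test. The 10 genes named in each direction had the smallest p among genes whose groups did not overlap, so their separation is part of the choice. Of those lower in the shPC tumors, Gzmc, which encodes a granzyme of cytotoxic lymphocytes, had a difference of -3.10 (standard error 0.37, adjusted p = 0.0631 from limma). Ifng, the cytokine interferon gamma, had -2.39 (standard error 0.36, adjusted p = 0.106 from limma). The interferon-induced antiviral genes Mx1, Cmpk2 and Ifit1 had -1.17, -1.16 and -1.26. The other 5 were Apoa1, an apolipoprotein, at -0.90, Esyt3, a lipid transfer protein, at -1.28, Atf3, a stress-induced transcription factor, at -1.20, Inca1, a cell cycle inhibitor, at -1.06, and the galectin Lgals3 at -1.42. Apoa1 was dim in all 10 tumors, at 2.19 to 3.57 and under the 30th percentile of each array, so its difference is not one between signals clearly above background. In the other direction the 10 genes were Cplx2 (1.26), Mex3b (1.35), Gadd45a (1.46), Bpgm (1.04), Peg12 (0.85), Zcchc14 (0.96), Smad5 (0.96), P2ry2 (0.86), Spred3 (0.89) and Chst2 (1.18). Gadd45a is a stress-induced growth regulator, Bpgm an enzyme of a side branch of glycolysis, Mex3b an RNA-binding protein, P2ry2 a receptor for extracellular nucleotides and Smad5 a mediator of BMP signals. After Gzmc these genes had adjusted p-values of 0.106 to 0.139.
By limma 0 genes were higher and 0 lower at an adjusted p under 0.05, and the methods' t-test run on the same values also gave 0 and 0. The paper names a t-test for comparing 2 groups in general, and for array genes Transcriptome Analysis Console. At an unadjusted p under 0.05 limma had 1521 higher and 1219 lower, where chance gives 975 in all, and the methods' t-test had 1613 and 1045. In 355 genes all 5 shPC tumors lay above all 5 Ctrl tumors and in 350 below. These are 705 in all, against a mean of 155 (0.794%) in all by chance. Counts by chance vary widely: other splits of the tumors had 487 to 2913 genes at an unadjusted p under 0.05. Genes with groups apart were not counted in other splits, and chance is not excluded. Leaving out shPC 4 brought 4 genes to an adjusted p under 0.05, namely Cmpk2 (0.0185), Ifng (0.0395), Mx1 (0.0395) and Ifit1 (0.0494). Leaving out Ctrl 4 brought Gzmc there (0.0281) and leaving out shPC 2 brought Chst2 (0.0346). On simulated data of this size, with genes drawn independently, 56% of genes shifted by a log2 of 1 were recovered, and 86% of those shifted by 2. In that simulation 50 genes were also shifted by 4, which eases the adjusted threshold for the others. The recovered shares therefore do not carry over to the real comparison, where 0 genes passed.
The median log2 signal of an array was 7.33 to 7.47 in the Ctrl tumors and 7.37 to 7.39 in the shPC tumors, except shPC 5 with 7.15. Pearson's r between any pair of arrays, across genes, lay between 0.960, for Ctrl 1 with shPC 5, and 0.993.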

To identify major pathways and processes disrupted by suppression of PC, we conducted global transcriptomics using an Affymetrix microarray followed by gene set enrichment analysis (GSEA). 

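Interferon response genes fell in the shPC tumors. The mean log2 signal of the type I interferon response list, genes switched on by interferon alpha and beta, was 11.37 ± 0.48 (SD, n = 5) against 12.36 ± 0.22 (SD, n = 5) in Ctrl. It fell by 0.99, with an adjusted p of 9.75e-34 from limma's camera, which became 0.189 with an estimated correlation. Of its 38 measured genes 36 were lower at an adjusted p under 0.05 adjusted over the list alone. Ifit3, an interferon-induced antiviral gene, had a difference of -1.42 (standard error 0.28). The interferon gamma response list fell by 1.37 (28 of 29 genes lower adjusted over the list alone, adjusted p = 3.71e-22, and 0.193 with an estimated correlation). In it Socs1, an inhibitor of cytokine signals, had -1.56, Il18bp, which binds interleukin 18, -1.56, and the costimulatory receptor Cd40 -1.18. Between tumors the SD of this list was 1.04 in shPC, where shPC 5 was lowest, and 0.22 in Ctrl (n = 5 each). The cytotoxic effectors list fell by 1.71 (13 of 15 genes, adjusted p = 4.04e-14, and 0.189 with an estimated correlation). Prf1, the pore-forming perforin, had -2.27 (standard error 0.52) and Cst7, an inhibitor of proteases in killer cells, -1.60. The signal of the cytotoxic effectors list in shPC 5 was 7.28 where the other shPC tumors had 8.48 to 9.83.
Antigen presentation and chemokine genes fell too. The MHC class I presentation list fell by 0.60 (14 of 19 genes lower adjusted over the list alone, adjusted p = 3.16e-10), with the peptide transporter Tap2 at -0.99 and the proteasome subunit Psmb10 at -0.67. Its signal in shPC 5 was 13.36 where the other shPC tumors had 14.12 to 14.47. The MHC class II presentation list fell by 1.12 (3 of 11 genes, adjusted p = 5.99e-08), with the peptide loader H2-DMa at -1.59 and the class II chains H2-Aa and H2-Ab1 at -1.47 and -1.32. Without shPC 5 the list had -0.70, H2-Aa -0.76 and H2-Ab1 -0.69. The chemokines and receptors list fell by 0.93 (18 of 42 genes, adjusted p = 3.79e-11). Ccl4, a chemokine that draws lymphocytes, had -1.55, and Cxcl10 and Cxcl11, chemokines induced by interferon gamma, -1.47 and -1.77. The list's signal in shPC 5 was 8.36 where the other shPC tumors had 9.49 to 9.85, and without shPC 5 its difference was -0.67. With an estimated correlation the adjusted p was 0.193 for both MHC lists and 0.189 for the chemokines.
The innate receptors and inflammasome list fell by 0.44 (11 of 29 genes lower adjusted over the list alone, adjusted p = 5.22e-10, and 0.189 with an estimated correlation), with the inflammatory caspase Casp4 at -1.23 and the receptor for microbial DNA Tlr9 at -1.04 (-0.76 without shPC 5). The NF-kB and TNF response list fell by 0.47 (2 of 37 genes, adjusted p = 2.78e-08; exact permutation test, two-sided, p = 0.0159, or 0.0511 adjusted over the lists), with the cytokine Tnf at -1.26 and Tnfaip3, its feedback inhibitor, at -1.17. In this list too shPC 5 stood apart, at 9.08 where the other shPC tumors had 9.38 to 9.48, and without it the difference was -0.40. The list of dissociation and ischaemia immediate early genes, which tissue handling also switches on, was lower with it at -0.35 (adjusted p = 0.00181, and 0.193 with an estimated correlation, and permutation p = 0.0714, or 0.122 adjusted over the lists), and 8 of its 16 genes are on the NF-kB list too. The IL6-JAK-STAT3 signalling list fell by 0.38 (3 of 28 genes, adjusted p = 2.49e-06), with the kinases Pim1 and Jak2 at -1.08 (-0.89 without shPC 5) and -0.93. Its signal in shPC 5 was 11.05 where the other shPC tumors had 11.40 to 11.54, and without shPC 5 its difference was -0.30. The immune checkpoints list fell by 0.95 (12 of 21 genes lower and 1 higher, adjusted p = 9.29e-08, and permutation p = 0.0159, or 0.0511 adjusted over the lists). The PD-1 ligands Cd274 and Pdcd1lg2 had -2.12 (standard error 0.47) and -3.28 (standard error 0.84), and the inhibitory receptor Lag3 had -1.72. The paper reports elevated PDL1, the product of Cd274, in PC-depleted M-Wnt cells, while the arrays measured whole tumors with their host cells. The complement list had -0.44, within the spread between tumors (5 of 17 genes lower and 1 higher, adjusted p = 0.00106, and permutation p = 0.0556, or 0.111 adjusted over the lists), with factor B (Cfb) at -1.78 (-1.33 without shPC 5) and the complement receptor Vsig4 at 1.55. For the NF-kB, IL6, checkpoint and complement lists the adjusted p with an estimated correlation was 0.193. The IL2-STAT5 signalling list fell by 0.73 (2 of 26 genes, adjusted p = 2.60e-06, and 0.256 with an estimated correlation, and permutation p = 0.0317, or 0.0801 adjusted over the lists), with the interleukin 2 receptor chain Il2ra at -1.30. Its mean difference was -0.42 without shPC 5, and -0.13 (adjusted p = 0.110, in a range of 5.82e-08 to 0.256 over its alternatives) with lymph node genes as a covariate.
Genes of all leukocytes moved with them. The all leukocytes list fell by 0.56 (11 of 17 genes lower adjusted over the list alone, adjusted p = 1.02e-10, and 0.189 with an estimated correlation), with Ptprc, which encodes CD45, at -0.89 and the integrin chain Itgb2 at -0.99. In 9 of these 13 lists, all but the NF-kB, IL2, checkpoint and complement lists, every shPC tumor lay below every Ctrl tumor (exact permutation test, two-sided, p = 0.00794, the smallest that 5 tumors against 5 allow, or 0.0288 adjusted over the 58 lists). With lymph node genes as a covariate the difference was -0.61 for the interferon gamma response, -0.85 for cytotoxic effectors, -0.28 and -0.36 for MHC class I and II, -0.36 for chemokines, -0.21 for NF-kB, -0.15 for IL6, -0.38 for checkpoints, -0.15 for complement and -0.31 for all leukocytes, each still past an adjusted p under 0.05. Over all genes tested 0 list members passed, and the single genes named here had adjusted p-values of 0.148 to 0.337 from limma. Many genes stand in several lists, among them 26 of the chemokine genes.

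**Figure D1:**
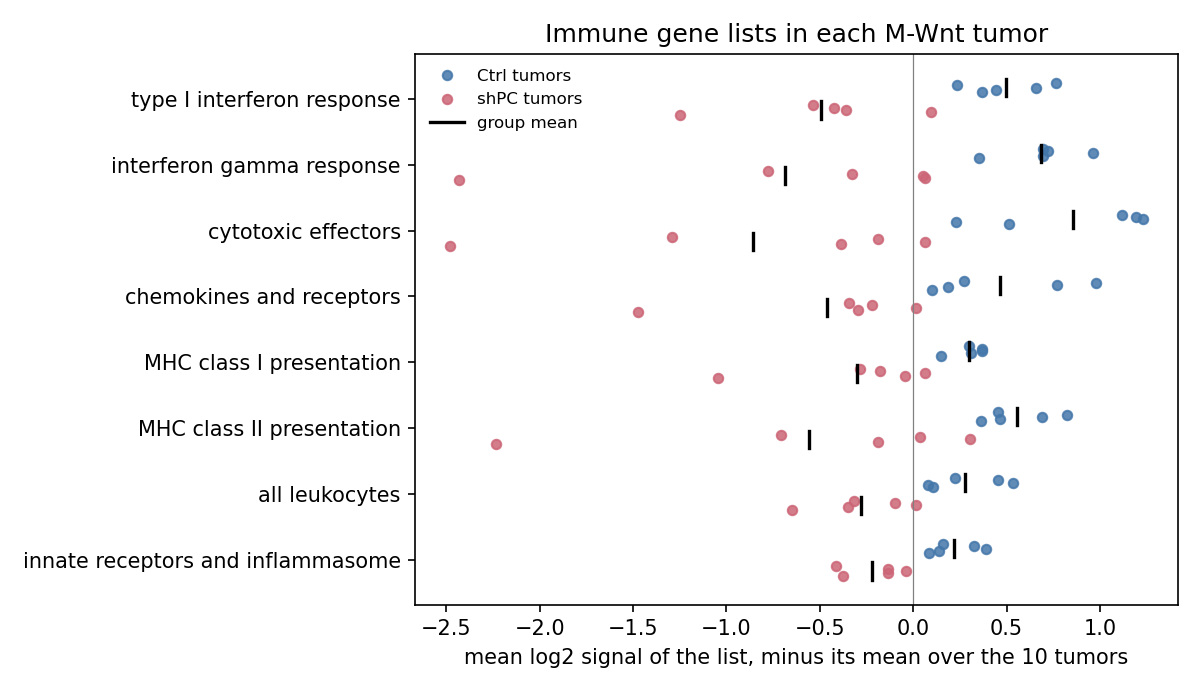
Mean log2 signal of 8 immune gene lists in each M-Wnt tumor, minus the mean of that list over the 10 tumors (x axis). Blue dots are Ctrl tumors and red dots shPC tumors (n = 5 each), and black bars are group means. In each list all shPC tumors lie below all Ctrl tumors, and in the interferon gamma response the lowest, shPC 5, lies at -2.43.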

We found striking suppression of GSEA Hallmark gene sets related to immune signaling in the shPC group relative to control M-Wnt tumors (Fig. 2D). To identify more granular pathway alterations, we next conducted GSEA using Gene Ontology Biological Processes gene sets with enrichment mapping to minimize redundancy. 

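By camera, Reactome sets of interferon, chemokine and T cell signaling fell in the shPC tumors, and sets of mitosis and RNA splicing rose. Reactome pathways, as shipped with fgsea 1.28.0, were used here in place of the Gene Ontology sets. Interferon gamma signaling (93 measured genes) fell by 0.52 (adjusted p = 1.15e-14 from limma's camera) and chemokine receptors with their ligands (51 genes) by 0.94 (adjusted p = 7.50e-09). PD-1 signaling (15 genes) fell by 1.36 (adjusted p = 2.72e-07) and the CD28 family of costimulators (42 genes) by 0.74 (adjusted p = 2.98e-06). With an estimated correlation the adjusted p of each was 0.610. Mitotic prometaphase (96 genes) rose by 0.30 (adjusted p = 2.50e-08) and mRNA splicing (106 genes) by 0.18 (adjusted p = 2.32e-05), and with an estimated correlation the adjusted p of both was 0.610 too. The exact permutation test, two-sided and not adjusted over the sets, gave p = 0.0317 for both. For the sets named before them it gave 0.00794 to 0.0159. Respiratory electron transport (64 genes) fell by 0.12 (adjusted p = 0.00473, and 0.684 with an estimated correlation), within the spread between tumors (exact permutation test, two-sided, p = 0.183). Of 886 sets with 10 to 300 measured genes, 61 fell and 115 rose. With correlations estimated from the tumors 0 sets passed, and the smallest adjusted p of any set was 0.610. Preranked GSEA (fgsea) gave 66 lower and 164 higher. Reactome sets share genes, so these counts are not of independent results. In 9 of 100 splits of the tumors, the real one among them, as many sets passed camera, a count chosen after the results were seen.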

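The lists of adipocytes, fatty acid synthesis and lipid storage were lower in the shPC tumors by camera, but within the spread between tumors and with 0 genes that passed adjusted over the list alone. The adipocytes list, of genes that mark fat cells, had a mean log2 signal of 8.45 ± 2.32 (SD, n = 5) in shPC and 10.29 ± 1.55 (SD, n = 5) in Ctrl. The mean difference was -1.84 (adjusted p = 1.21e-07 from limma's camera, and 0.368 with an estimated correlation; exact permutation test, two-sided, p = 0.190, or 0.269 adjusted over the lists). Its adjusted p ranged from 5.52e-16 to 0.878 over its alternatives, the highest with this list itself as a covariate. Of its 24 measured genes 0 were lower adjusted over the list alone and 2 at an unadjusted p under 0.05, and 10 stand in another list too. Thrsp, a regulator of fat synthesis, had a difference of -4.18 (standard error 1.73) and the adipocyte hormone Retn -3.63 (standard error 1.67). The fatty acid and triglyceride synthesis list had -0.70 (adjusted p = 0.00189, and 0.416 with an estimated correlation, and permutation p = 0.143, or 0.212 adjusted over the lists). Of its 24 genes 0 passed adjusted over the list alone, and 3 were lower and 1 higher at an unadjusted p under 0.05. Acss2, which makes acetyl-CoA from acetate, had -1.80 (standard error 0.57) and the desaturase Fads1 0.39 (0.25 without Ctrl 2). The lipid storage and lipolysis list had -0.95 (adjusted p = 0.00282, and 0.462 with an estimated correlation, and permutation p = 0.214, or 0.296 adjusted over the lists). Of its 22 genes 0 passed adjusted over the list alone and 0 at an unadjusted p under 0.05, with lipoprotein lipase (Lpl) at -2.52 and the lipid droplet coat gene Plin1 at -2.47. Without shPC 4 its adjusted p was 0.0548.
With the mean of the adipocytes list as a covariate the synthesis list had a mean difference of -0.09 (adjusted p = 0.440) and the storage list 0.10 (adjusted p = 0.283). Over all alternatives the adjusted p of the synthesis list ranged from 4.58e-07 to 0.440 and that of the storage list from 8.79e-07 to 0.467. The thermogenic adipocyte list, of heat production in brown and beige fat, had a mean difference of -0.51 and did not pass (adjusted p = 0.0598, in a range of 0.00917 to 0.703 over its alternatives). It passed as lower without shPC 1 (0.0223), shPC 3 (0.00966), Ctrl 2 (0.00917) or Ctrl 4 (0.0231), and had -0.33 (0.188) without shPC 5 and -0.29 (0.359) without Ctrl 3. Nor did fatty acid oxidation pass at -0.10 (adjusted p = 0.207, 0.0194 without Ctrl 2, and 0.951 without Ctrl 3, where the difference turned to 0.02, in a range of 0.0194 to 0.969), with the thioesterase Acot2 at -0.65 and the carnitine transferase Cpt1a at 0.39, or cholesterol synthesis at 0.11 (adjusted p = 0.621; 0.02 to 0.18 without 1 tumor), where preranked GSEA had the opposite sign.
The signal of Pcx followed these adipocyte genes, and the share of it that came from fat cells was not measured. Over the 10 tumors Pearson's r with the mean of the adipocytes list was 0.987 (permutation test over all tumors, two-sided, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.93e-04) and Spearman's rho 0.964 (p = 6e-05, adjusted p = 0.00116), each adjusted over 58 lists. Without the 2 tumors farthest from the median, r was 0.978. With the group means removed r was 0.986 (p = 2.78e-04 over the 14400 orders of the tumors within the groups, adjusted p = 0.00806) and rho 0.969 (p = 2.78e-04, adjusted p = 0.00806).
The respiratory burst list, of the phagocyte oxidase that makes reactive oxygen, fell by 0.56 (11 of 15 genes lower adjusted over the list alone, adjusted p = 4.15e-08, and 0.189 with an estimated correlation), with the oxidase subunit Cybb at -0.87. In it the groups did not overlap (exact permutation test, two-sided, p = 0.00794). The prostaglandin and eicosanoid metabolism list fell by 0.25 (1 of 21 genes, adjusted p = 0.0172, and 0.193 with an estimated correlation, and permutation p = 0.0397, or 0.0852 adjusted over the lists), with the prostaglandin receptor Ptger2 at -1.27 and the degrading enzyme Hpgd at 1.10. Its adjusted p was 0.0624 without Ctrl 2 and 0.0666 without shPC 4. The keratinocytes list had -1.33, within the spread between tumors (adjusted p = 3.12e-04, and 0.462 with an estimated correlation, and permutation p = 0.508, or 0.554 adjusted over the lists), and 0 of its 24 genes passed adjusted over the list alone, 1 at an unadjusted p under 0.05. Ctrl 1 had 11.94 and the other Ctrl tumors 4.19 to 4.67. Without Ctrl 1 the mean difference was 0.17 (adjusted p = 0.315, in a range of 9.40e-06 to 0.467 over its alternatives). The mammary epithelium list had -0.86, also within that spread (adjusted p = 1.92e-05, and 0.206 with an estimated correlation, and permutation p = 0.151, or 0.219 adjusted over the lists), with the adhesion genes Epcam at -2.03 and Cdh1 at -1.76 (-1.21 without shPC 5), and 0 of 26 genes passed adjusted over the list alone, 5 at an unadjusted p under 0.05. With the adipocytes list as a covariate its difference was -0.30 (adjusted p = 0.0711, in a range of 8.60e-07 to 0.206 over its alternatives). The genes named had adjusted p-values of 0.194 to 0.422 from limma.

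**Figure D2:**
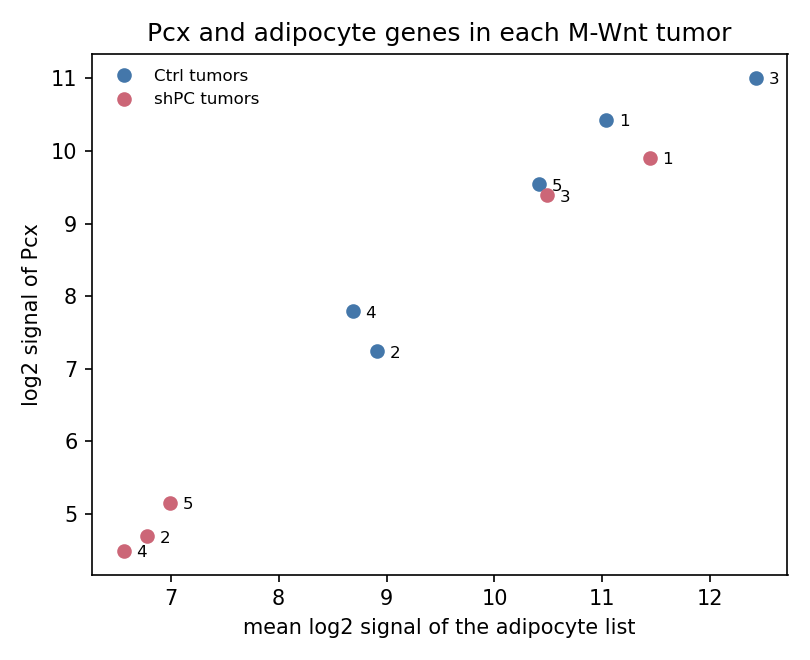
Log2 signal of Pcx (y axis) against the mean log2 signal of the adipocytes list (x axis) in each M-Wnt tumor. Blue points are Ctrl tumors and red points shPC tumors, numbered by replicate; shPC 1 and shPC 3 lie among the Ctrl tumors on both axes.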

We found that relative to control tumors, PC-depleted tumors had disrupted immune-related and fatty acid/lipid metabolism signaling (Fig. 2E).

**Fig. 2:**
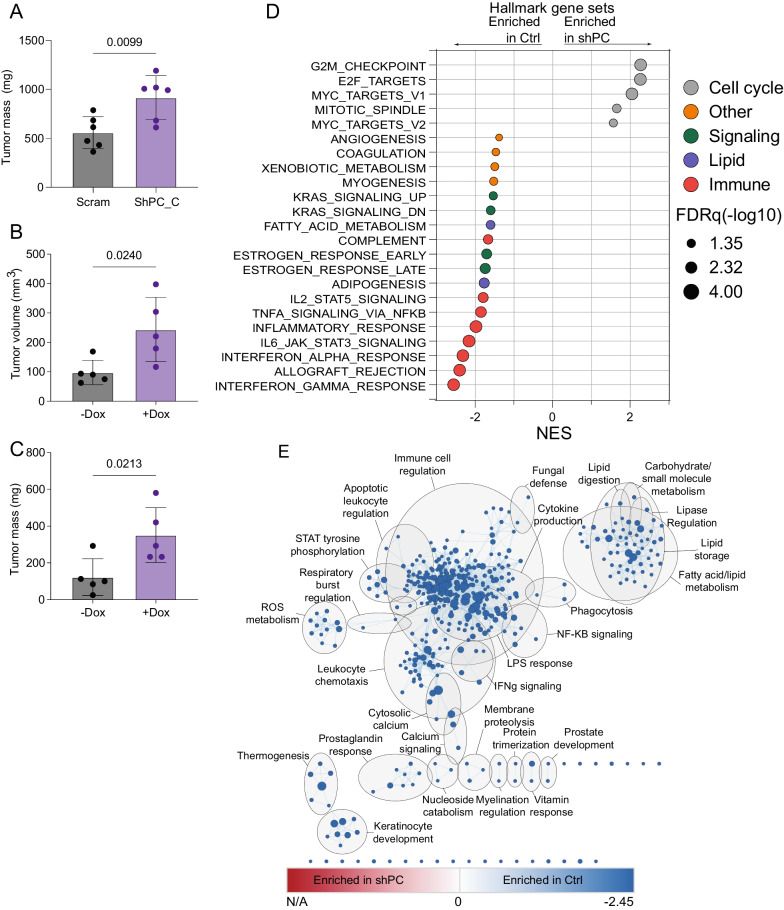
Depletion of PC increases primary tumor growth and suppresses immune related gene expression. **A** Tumor mass from M-Wnt tumors harboring control (scram) or PC-targeted (ShPC-C) constitutive shRNAs (n = 6/group). **B** Tumor volume and **C** tumor mass from M-Wnt tumors harboring PC-targeted dox inducible shRNA treated with (+Dox) or without doxycycline (- Dox) (n = 5/group). **D** Hallmark GSEA of transcriptomic profile of tumors from B-C, which were significantly enriched with FRDq < 0.05 (n = 5/group). **E** Enrichment maps of significant (FDRq < 0.05) GSEA Gene Ontology Biological processes in Ctrl and shPC tumors. (FDRq < 0.05). Node color indicates normalized enrichment score, node size indicates gene set size, line weight indicates degree of overlap, and clusters indicate minimum 50% overlap of gene sets. Statistical significance was determined by unpaired student’s t-test (**A**–**C**)

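Genes of cell division were higher in the shPC tumors by camera, by small amounts that did not pass the permutation test adjusted over the lists. The mitosis list had a mean difference of 0.46 (adjusted p = 1.82e-12 from limma's camera, and 0.246 with an estimated correlation; exact permutation test, two-sided, p = 0.0397, or 0.0852 adjusted over the lists). The mean log2 signal of its 44 genes was 11.74 ± 0.27 (SD, n = 5) against 11.27 ± 0.29 (SD, n = 5), and 43 had a positive difference. Of these 1 was higher adjusted over the list alone and 22 at an unadjusted p under 0.05. Prc1, which bundles the microtubules of the spindle, had a difference of 0.77 (standard error 0.16), Cdc20, which starts anaphase, 0.85, and the proliferation marker Mki67 0.53. The DNA replication list had 0.30 (adjusted p = 5.63e-07, and 0.326 with an estimated correlation, and permutation p = 0.0635, or 0.115 adjusted over the lists), with thymidylate synthase (Tyms) at 0.54 and the replicative helicase subunit Mcm2 at 0.55. The MYC targets and ribosome biogenesis list had 0.28 (adjusted p = 2.16e-07, and 0.254 with an estimated correlation, and permutation p = 0.0238, or 0.0727 adjusted over the lists), with the mitochondrial transcription factor Tfb2m at 0.62. In both lists 0 genes passed adjusted over the list alone, and 11 of 42 and 9 of 36 were higher at an unadjusted p under 0.05. The difference was 0.22 for mitosis, 0.15 for DNA replication and 0.15 for MYC targets with lymph node genes as a covariate, each still past an adjusted p under 0.05. The genes named had adjusted p-values of 0.185 to 0.240 from limma.
The angiogenesis and endothelium list had a mean difference of 0.28 and did not pass (adjusted p = 0.108, in a range of 5.78e-05 to 0.731 over its alternatives). Esm1, a gene of sprouting endothelium, had 2.42 (standard error 0.48) and was higher adjusted over the list alone. The list passed as higher without shPC 2 (adjusted p = 0.0379), shPC 5 (0.00201), Ctrl 1 (0.0136) or Ctrl 3 (0.0335), and without Ctrl 2 its difference was 0.15 (0.731). The skeletal muscle list had -0.73, within the spread between tumors (adjusted p = 0.00206, and 0.462 with an estimated correlation, and permutation p = 0.389, or 0.451 adjusted over the lists). Ctrl 1 had 8.09 and the other Ctrl tumors 4.42 to 4.72, and without Ctrl 1 the difference was -0.02 (adjusted p = 0.809, in a range of 3.63e-05 to 0.809 over its alternatives). Of its 22 genes 0 were lower and 1, the glycolytic enzyme Eno3 (0.71), was higher adjusted over the list alone. The fibroblasts and matrix list had a mean difference of -0.14 and did not pass (adjusted p = 0.486, and 0.0333 without shPC 1, where it was -0.33; -0.05 without Ctrl 2; in a range of 0.0333 to 0.957 over its alternatives), and preranked GSEA had the opposite sign. The housekeeping genes list, of genes taken as steady, had 0.12 (adjusted p = 0.117), and passed with the methods' t-test (0.0157), with moderated variances allowed to follow the signal (0.0377) and by preranked GSEA (0.00582).
From the enrichment of Hallmark and Gene Ontology gene sets in these tumors (Fig. 2D, E), the paper states that immune-related gene expression was suppressed by depletion of PC. It then turned to estimates of immune cell populations from the same arrays, to GSEA of E0771 tumors, to flow cytometry of other M-Wnt tumors and to tumors in NSG mice.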

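Genes of NK cells, Th1 cells and macrophages fell in the shPC tumors. The NK cells list had a mean log2 signal of 7.60 ± 1.06 (SD, n = 5) in shPC and 8.95 ± 0.44 (SD, n = 5) in Ctrl. It fell by 1.35 (15 of 22 genes lower adjusted over the list alone, adjusted p = 6.48e-13 from limma's camera, and 0.193 with an estimated correlation). Klrd1, a receptor of NK cells, had a difference of -1.91 (standard error 0.53) and Xcl1, a chemokine that NK cells release, -1.44 (-1.11 without shPC 5). The signal of the NK cells list in shPC 5 was 5.90 where the other shPC tumors had 7.21 to 8.35. The Th1 cells list fell by 1.06 (8 of 13 genes, adjusted p = 3.01e-09, and 0.189 with an estimated correlation), with the transcription factor Stat4 at -1.14 and the chemokine receptor Cxcr6 at -1.71. The macrophages list had 14.63 ± 0.18 (SD, n = 5) in shPC and 14.92 ± 0.08 (SD, n = 5) in Ctrl and fell by 0.30 (1 of 16 genes lower adjusted over the list alone and 5 at an unadjusted p under 0.05, adjusted p = 9.97e-06, and 0.193 with an estimated correlation). Aif1, a calcium-binding protein of macrophages, had -0.82 (standard error 0.17), and Adgre1, which encodes F4/80, -0.19 (standard error 0.14; -0.12 without shPC 4). In these 3 lists every shPC tumor lay below every Ctrl tumor (exact permutation test, two-sided, p = 0.00794, or 0.0288 adjusted over the lists). With arrays centred on their median the permutation p of the macrophages list was 0.0317, or 0.0877 adjusted over the lists.
The T cells list fell by 1.21 (0 of 20 genes lower adjusted over the list alone and 9 at an unadjusted p under 0.05, adjusted p = 4.64e-10, and 0.244 with an estimated correlation, and permutation p = 0.0317, or 0.0801 adjusted over the lists), with Cd3e, a chain of the T cell receptor complex, at -2.08 (standard error 0.78). Without shPC 5 the list had -0.71 and Cd3e -1.25. The CD4 T helper list fell by 0.68 (0 of 9 genes lower adjusted over the list alone and 3 at an unadjusted p under 0.05, adjusted p = 0.00651, and 0.233 with an estimated correlation; 0.0636 without Ctrl 2; permutation p = 0.0397, or 0.0852 adjusted over the lists), with the costimulatory receptor Icos at -2.10 (-1.38 without shPC 5). The regulatory T cells list fell by 0.93 (6 of 12 genes, adjusted p = 1.92e-06, and 0.233 with an estimated correlation, and permutation p = 0.0397, or 0.0852 adjusted over the lists), and by 0.60 without shPC 5, with the costimulatory receptor Tnfrsf18 at -1.78 (-1.13 without it). With lymph node genes as a covariate the T cells list had a mean difference of -0.14 (adjusted p = 0.0786, in a range of 2.29e-13 to 0.244 over its alternatives) and the CD4 T helper list -0.20 (adjusted p = 0.179, in a range of 0.00118 to 0.233). The Th2 and Th17 cells list had -0.33 and did not pass (adjusted p = 0.0813, in a range of 0.00770 to 0.268), and it passed as lower without shPC 4 (0.0367), Ctrl 1 (0.0257) or Ctrl 5 (0.0489).
The B cells list was lower by 0.40, within the spread between tumors (0 of 17 genes lower adjusted over the list alone and 2 at an unadjusted p under 0.05, adjusted p = 0.00783, and 0.369 with an estimated correlation, and permutation p = 0.119, or 0.182 adjusted over the lists), with the B cell receptor partner Cd22 at -2.00. Its signal in Ctrl 2 was 7.30 where the other Ctrl tumors had 5.99 to 6.36, and without Ctrl 2 its difference was -0.17 (adjusted p = 0.147, in a range of 0.00101 to 0.369 over its alternatives). Plasma cells at -0.53 (adjusted p = 0.173) and mast cells at -0.13 (adjusted p = 0.253) did not pass. The plasma cells list had -0.23 without Ctrl 2 and -0.33 without shPC 5, and the mast cells list -0.23 to -0.04 without 1 tumor. The monocytes list fell by 0.60 (5 of 14 genes, adjusted p = 1.70e-04, and 0.189 with an estimated correlation, and permutation p = 0.0317, or 0.0801 adjusted over the lists), with the monocyte surface gene Ly6c2 at -1.64 (-1.13 without shPC 5). The neutrophils list was lower by 0.56, within the spread between tumors (3 of 19 genes, adjusted p = 9.05e-04, and 0.193 with an estimated correlation, and permutation p = 0.0556, or 0.111 adjusted over the lists), with the alarmin S100a9 at -1.51. The dendritic cells list fell by 0.70 (6 of 17 genes, adjusted p = 7.01e-06, and 0.220 with an estimated correlation, and permutation p = 0.00794, or 0.0288 adjusted over the lists, which became 0.0511 after quantile normalization and 0.0542 with centred arrays), and by 0.45 without shPC 5, with the integrin Itgax, which encodes CD11c, at -1.63. The plasmacytoid dendritic cells list was lower by 0.62, within that spread too (1 of 10 genes lower and 1 higher, adjusted p = 0.00181, and 0.193 with an estimated correlation, and permutation p = 0.0635, or 0.115 adjusted over the lists), and by 0.41 without shPC 5, with the surface gene Bst2 at -0.77. With lymph node genes as a covariate this list had -0.18 (adjusted p = 0.221, in a range of 2.07e-04 to 0.221). Under the same covariate the difference was -0.48 for NK cells, -0.51 for Th1 cells, -0.23 for regulatory T cells, -0.33 for monocytes, -0.33 for neutrophils and -0.26 for dendritic cells, each still past an adjusted p under 0.05. The single genes named had adjusted p-values of 0.185 to 0.558 from limma.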

We next conducted digital cytometry to identify potential immune cell populations altered by suppression of PC and identified an increase in M0 macrophages and a reduced abundance of Th1 and resting NK cells (Additional Fig. 1A–E). We confirmed these effects in orthotopic E0771 tumors by performing transcriptomic analysis followed by GSEA using Hallmark gene sets on scrambled control and PC-depleted E0771 tumors. We once again found that PC depletion in tumor cells suppressed tumor immune-related signaling relative to control tumors (Additional Fig. 2).

We used flow cytometry to directly determine whether PC suppression remodels the immune landscape of M-Wnt tumor microenvironment. As anticipated, PC suppression in M-Wnt cells promoted tumor growth (Fig. 3A). Concurrent with accelerated tumor growth, the frequency of T cells, particularly CD4+ T cells, was increased by suppression of PC, without significant changes in either number of or phenotypic state of CD8+ T cells (Fig. 3B–F). Natural killer cells, monocytes, and granulocytes were unchanged, and B cells were more frequent following PC suppression (Fig. 3G–J). Macrophages, and particularly M1 polarized macrophages were increased by PC suppression (Fig. 3K–L). In a separate cohort of mice bearing control and PC-depleted M-Wnt tumors we found that levels of FOXP3+CD4+ T cells increased with PC-depletion (Additional Fig. 3A–C).

**Fig. 3:**
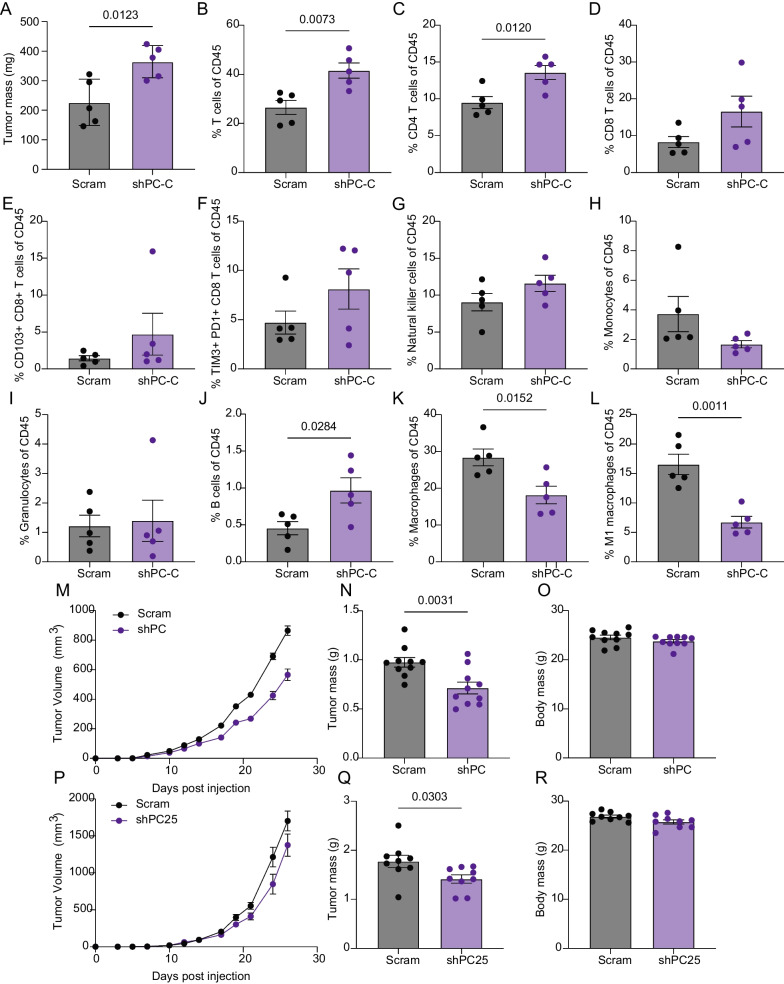
PC depletion remodels tumor immune landscape to promote tumor growth. **A** Tumor mass from M-Wnt tumors harboring control (scram) or PC-targeted (shPC-C) constitutive shRNAs (n = 5/group). **B**–**L** Flow cytometric analysis of CD45+ cells from M-Wnt tumors harboring control (scram) or PC-targeted (ShPC-C) constitutive shRNAs (n = 5/group). Tumor growth over time (**M**), terminal tumor mass (**N**), and terminal body mass (**O**) of NSG mice bearing M-Wnt tumors harboring control (scram) or PC-targeted (shPC-C) constitutive shRNAs (n = 10/group). Tumor growth over time (**P**), terminal tumor mass (**Q**), and terminal body mass (**R**) of NSG mice bearing E0771 tumors harboring control (scram) or PC-targeted (shPC25) constitutive shRNAs (n = 10/group). Statistical significance was determined by unpaired student’s t-test

Finally, to assess whether changes in immune landscape were required for PC suppression to accelerate tumor growth we orthotopically transplanted scram and shPC E0771 and M-Wnt cells into NSG mice. PC suppression not only failed to accelerate tumor growth but modestly reduced it in NSG mice, reducing both growth over time and terminal tumor mass without altering body weight in M-Wnt (Fig. 3M–O) and E0771 (Fig. 3P–R) tumors.

Overall, these data indicate that unlike the essential role of PC in lung metastasis [24], suppression of PC aids primary tumor development by modulating the tumor immune microenvironment. Indeed, low PC expression is associated with significantly worse survival in patients treated with anti-PDL1 immune checkpoint inhibitors but not anti-PD1 or anti-CTLA4 therapies (Additional Fig. 4A–C). To address the potential for metabolically extrinsic factors to support PC mediated immune evasion we considered whether PC suppression would alter immune checkpoint expression in tumor cells. Depletion of PC resulted in elevated AKT signaling and PDL1 expression, which was abrogated by treatment with the PI3K inhibitor, LY294002 (Additional Fig. 4D–F).

### PC expression is reduced by hypoxia

To investigate the prevalence of PC suppression in primary tumors we used data publicly available through GENT2 to compare PC mRNA levels in normal tissues to corresponding primary tumors from patients from either any cancer, or specifically breast or lung cancer. PC expression was significantly lower in primary tumors relative to normal tissue in both the pan-cancer and breast cancer datasets (Fig. 4A). In contrast, PC expression was higher in lung cancer relative to normal (Fig. 4A). Given the key role of PC in directing central carbon metabolism, and the prevalence of hypoxia in solid tumors, we next sought to determine if PC expression was correlated with markers of hypoxia. Gene expression data from patients with breast cancer was obtained from METABRIC and TCGA and stratified into quartiles based on ssGSEA enrichment of HIF-1α signaling and PC expression was determined from RNAseq data.

**Fig. 4:**
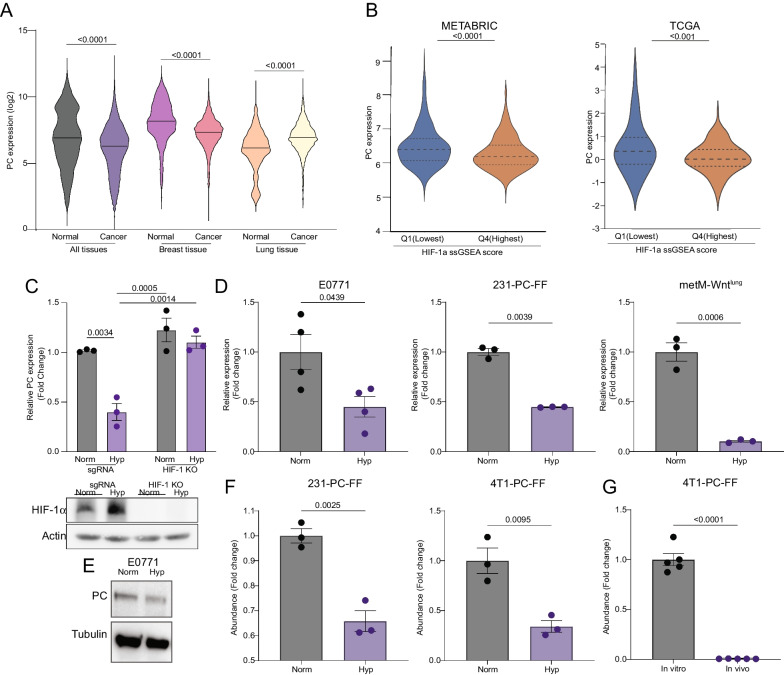
PC expression is reduced by hypoxia. **A** Comparison of PC expression profiles in publicly available databases among all tissues (n = 5487 normal, 35,806 cancer), breast (n = 475 normal, 5555 cancer), and lung tissues (n = 1016 normal, 2316 cancer). **B** PC expression in upper and lower quartiles of HIF-1α signaling ssGSEA score in the METABRIC and TCGA breast cancer databases. **C** PC gene expression determined by qPCR under normoxia (Norm (21% O_2_)) and hypoxia (Hyp (1% O_2_)) in sgRNA control and HIF1ɑ knockout A549 cells (n = 3/group). **D** PC-gene expression determined by qPCR under normoxia (Norm (21% O_2_)) and hypoxia (Hyp (1% O_2_)) in E0771, MDA-MB-231 and metM-Wnt^lung^ cells (n = 3–4/group). **E** PC protein levels in E0771 cells after 48 h of culture in normoxia (Norm (21% O_2_)) and hypoxia (Hyp (1% O_2_)). **F** MDA-MB-231 (231) cells transiently transfected with and 4T1 cells stably expressing firefly luciferase under the control of the PC promoter and renilla luciferase under the control of the CMV promoter cultured under normoxic (Norm, 21% O_2_) and hypoxic (Hyp, (1% O_2_)) conditions and analyzed using the Dual-Glo Luciferase Assay System (n = 3/group). **G** 4T1 cells expressing the PC promoter luciferase reporter described in panel E were orthotopically transplanted for 2 weeks and in vivo PC-firefly/CMV-renilla reporter activity was compared to in vitro cultured cells (n = 5/group). Statistical significance was determined by Mann-Whittney U test (A-B) or unpaired student’s t-test (C-E)

We found that PC expression was significantly lower in tumors that were enriched for this hypoxia signature (Fig. 4B). Previous studies identified a HIF-1α binding site in the PC proximal promoter [36]. Along these lines, we found that under hypoxic growth conditions, downregulation of PC required expression of HIF-1α (Fig. 4C). Using several models of breast cancer, we found that hypoxic conditions reduced PC at the mRNA and protein levels (Fig. 4D, E). All cell types evaluated demonstrated 50–90% reduction in PC mRNA levels after 24–48-h of hypoxia (Fig. 4D). To further explore the transcriptional regulation of PC, we cloned its proximal promotor, from -800 to + 61 relative to transcriptional start, upstream of firefly luciferase. Hypoxia reduced PC-firefly luciferase reporter activity in MDA-MB-231 and 4T1 cells relative to renilla luciferase driven by a constitutively active CMV promoter (Fig. 4F). We and others have previously demonstrated that orthotopic 4T1 mammary tumors grow at an extreme rate, resulting in these tumors quickly becoming hypoxic [37]. Consistent with their hypoxic nature, our previous studies indicate PC is not detectable by IHC in 4T1 cells when growing as primary tumors [24]. Hence, we tested if growth in such a hypoxic environment might reduce PC promotor activity. Orthotopic tumors generated with 4T1 cells stably expressing the PC-firefly / CMV-Renilla reporters had lower relative PC promoter activity as compared to those same cells cultured under normoxic in vitro conditions (Fig. 4G). Taken together, these data indicate that PC expression is reduced by hypoxic conditions that are characteristic of highly aggressive solid tumors.

### Suppression of PC increases lactate production

We next sought to elucidate potential mechanisms through which repression of PC may promote an immunosuppressed microenvironment. We first conducted metabolomic screening analyses on control and PC-depleted E0771 cells, which revealed that PC regulates levels of both glycolytic and TCA cycle intermediates. As expected, levels of oxaloacetate, the immediate product of PC-mediated carboxylation of pyruvate, were decreased in PC-depleted cells relative to control (Fig. 5A). However, most other TCA cycle intermediates including succinate, fumarate, and malate had increased pool sizes in PC-depleted cells relative to control (Fig. 5A). Further, we observed a tenfold increase in intracellular lactate in PC-depleted E0771 cells as compared with control (Fig. 5A). Concordant with dysregulated TCA cycle metabolism, transcriptomic profiling revealed marked up-regulation of several transcripts encoding TCA enzymes in PC-depleted E0771 cells (Fig. 5B). While some heterogeneity between shRNA constructs was evident, overall directionality of changes relative to control cells was remarkably consistent. We next sought to validate the impact on lactate and thus assayed extracellular lactate levels in PC-depleted cells. Confirming the results of our metabolic screen we found elevated levels of lactate in PC-depleted E0771 and M-Wnt cells relative to controls (Fig. 5C, D). Consistent with increased lactate production and secretion, immunoblot analyses indicated that PC-depleted cells express higher levels of LDH-A and MCT-1 compared with control cells (Fig. 5E). In addition, PC-depleted E0771 cells were more sensitive to the MCT1 inhibitor AZD3965 (Fig. 5F), with similar effects seen with the MCT1/MCT4 dual inhibitor syrosingopine (Fig. 5G). Abrogation of PC-mediated lactate secretion demonstrated the effectiveness of 200 nM AZD3965 to inhibit lactate secretion (Fig. 5H). We also confirmed that depletion of PC increased the sensitivity of M-Wnt cells to the LDHA inhibitor FX-11, and that increased lactate production was reverted by FX-11 treatment (Additional Fig. 6A–C). Finally, we assayed whether PC depletion would alter PDH phosphorylation in normoxia or hypoxia. As expected, in control cells PDH phosphorylation was induced by hypoxia. In contrast, hypoxia was not able to induce PDH phosphorylation in PC-depleted cells (Additional Fig. 6D, E).

**Fig. 5:**
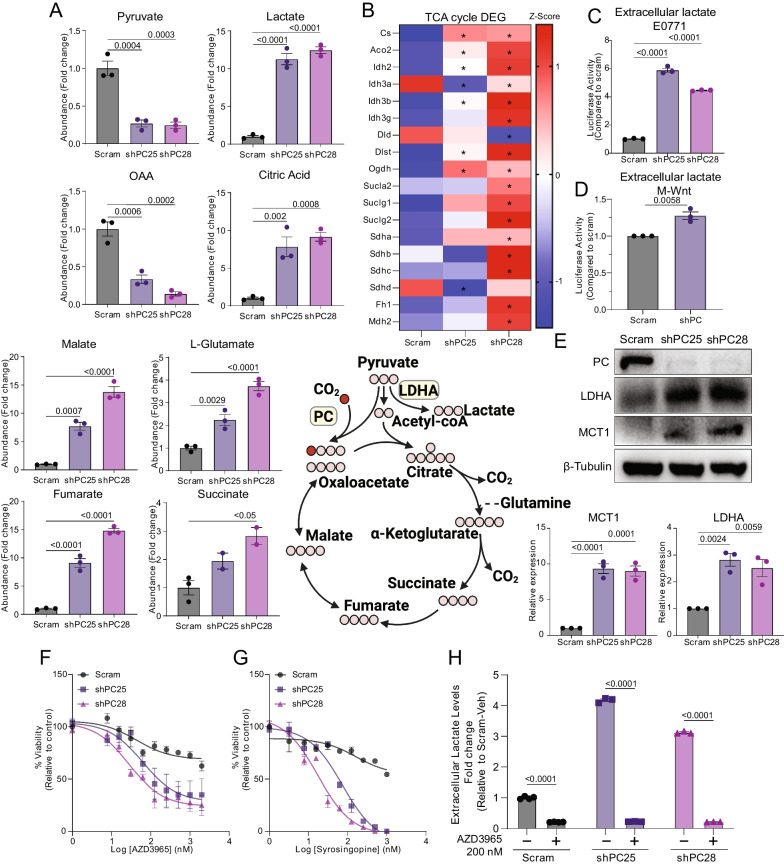
Depletion of PC increases lactate production. **A** Metabolomic screen of glycolytic and TCA cycle intermediates between control and PC-depleted E0771 cells (n = 3 technical replicates /group). **B** Heatmap of differentially expressed TCA cycle genes determined by transcriptomic profiling (FDRq < 0.05) (n = 3/group). **C**, **D** Extracellular lactate concentration in control and PC-depleted E0771 and M-Wnt cells as quantified by luminescence assay. **E** Immunoblot analyses for LDH-A and MCT-1 in control and PC-depleted cells. **F**, **G** Cell viability analyses of control and PC-depleted E0771 cells upon treatment with the MCT-1 inhibitors, AZD3965 (n = 3/group), or the MCT 1 and 4 inhibitor syrosingopine (n = 2/group). **H** Extracellular lactate levels quantified following treatment of control and PC-depleted E0771 cells with 200 nM AZD3965 (n = 3/group). Statistical significance was determined by one-way ANOVA (**A**, **C**, **D**) or two-way ANOVA (F–H) with Tukey's post-hoc tests

Using transcriptomic profiling of PC-depleted E0771 cells in vitro, we next sought to identify metabolically related pathway alterations. PCA and hierarchical clustering of gene expression, using the member genes of “electron transport chain” or “oxidative phosphorylation” gene lists curated by Wikipathways, demonstrated distinct clustering of cell lines (Fig. 6A–D). To characterize metabolic differences between control and PC-depleted cells, we next performed extracellular flux analyses. PC suppression in three different mammary cancer cell lines decreased oxygen consumption rate (OCR) compared with their PC-expressing counterparts (Fig. 6E–G).

**Fig. 6:**
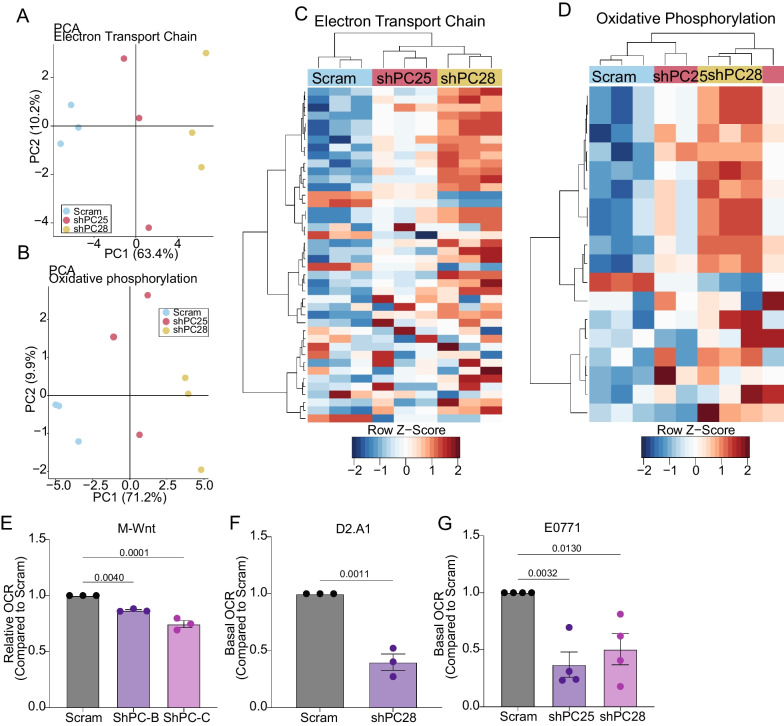
Depletion of PC decreases oxygen consumption. **A**, **B** PCA of gene expression profiles of control (scram) and PC-depleted (shPC25 and shPC28) E0771 cells cultured in low (5.6 mM) glucose DMEM using genes contained in the “electron transport chain” (**A**) and “oxidative phosphorylation” Wikipathways (n = 3/group). **C**, **D** Hierarchical clustering of gene expression profiles obtained under conditions described in panels A and B. **E**–**G** Basal oxygen consumption rates determined by extracellular flux analysis of the indicated control and PC-depleted cells (n = 3–4/group). Statistical significance calculated using one-way ANOVA with Tukey's post-hoc test (**E**, **G**) or unpaired student’s t-test (**F**)

To determine if the reduction in OCR observed in PC-depleted cells was due to electron transport chain intrinsic defects, we used high resolution respirometry to measure mitochondrial OCR in the presence of non-limiting ETC substrates. Reduced O_2_ consumption was not found with any combination of complex I and II substrates tested following suppression of PC in M-Wnt cells. Indeed, shPC-B showed an increased in complex I and II mediated O_2_ consumption (Additional Fig. 6A). Similarly, when O_2_ consumption for each sample at each stage in the SUIT protocol were normalized to peak O_2_ consumption (PMGS_E_), no alterations in flux control ratio were observed (Additional Fig. 6B). Together, these data suggest that suppression of PC impairs TCA metabolism and oxidative phosphorylation independent of electron transport chain intrinsic defects.

Finally, we asked whether forced overexpression of PC in 4T1 cells would complement the phenotype of PC suppression observed in M-Wnt and E0771 cells. In vitro, overexpression of PC in 4T1 cells suppressed LDHA expression and decreased lactate production without altering basal OCR or ECAR (Additional Fig. 7A–D). In vivo*,* overexpression of PC in promoted primary tumor growth, but reduced pulmonary metastasis (Additional Fig. 7E–G). In primary tumors, PC-overexpression increased Ki67, reduced CD4, and did not alter CD8-positive cells per field (Additional Fig. 7H–J). In contrast, lung metastases from PC overexpressing tumors did not have altered Ki67, but increased CD4 and CD8-positive cells per field (Additional Fig. 7K–M).

### Immunosuppression following depletion of PC requires lactate secretion

Given our observed increases in lactate production and secretion upon PC depletion in Fig. 5 we next sought to determine if suppressing PC alters the abundance of tumoral CD4^+^ and CD8^+^ T cells. We quantified CD4^+^ and CD8^+^ lymphocytes in tumors from control and PC-depleted groups by immunohistochemistry. Consistent with our gene expression analyses, we observed lower numbers of CD8^+^ lymphocytes and higher numbers of CD4^+^ T cells in PC-depleted E0771 tumors (Fig. 7A). To determine if extracellular lactate mediates intratumoral lymphocyte abundance, we treated both control and PC-depleted tumor bearing mice with the MCT-1 inhibitor, AZD3965, every day for two weeks (Fig. 7B). MCT-1 inhibitor treatment significantly reduced tumor growth in both control and PC-depleted groups, but significant accumulation of intracellular lactate was only observed in the PC-depleted tumors (Fig. 7C, D).

**Fig. 7:**
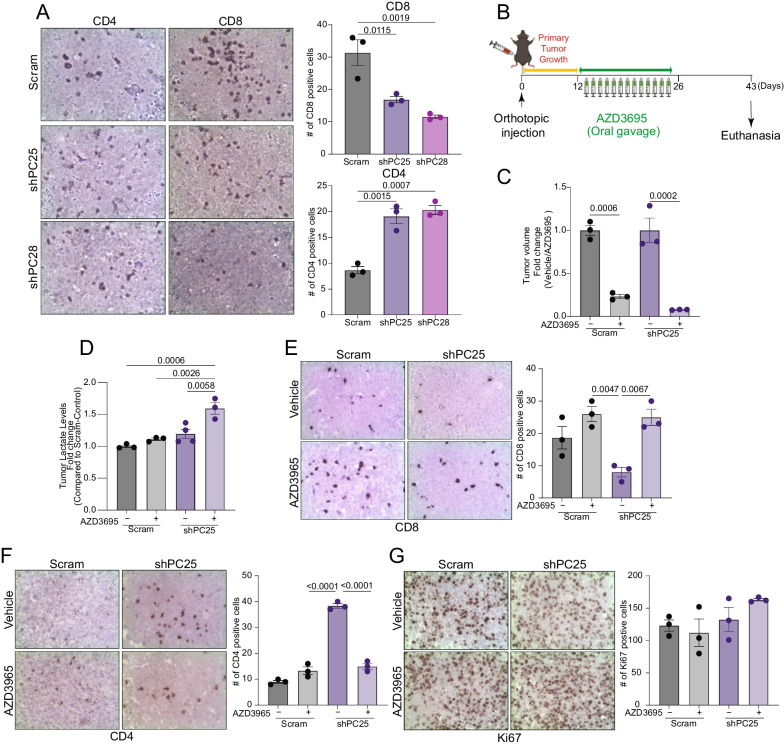
Depletion of PC modulates the tumor immune microenvironment. **A** (left panel) Representative IHC staining of sections from control and PC-depleted E0771 tumors. (Right panel) Quantification of CD8^+^ and CD4^+^ T cell numbers (n = 3/group). **B** Experimental summary of the in vivo study. Mice were orthotopically engrafted with control and PC-depleted E0771 cells (5 × 10^5^ cells per mouse) and their primary mammary tumor growth was observed for 10 days at which point AZD3965 was administered. **C** Fold change of tumor volume in response to AZD3965 (n = 3/group). **D** Lactate levels in the indicated tumors determined by luminescent assay (n = 3–4/group). **E**–**G** (left panels) Representative IHC for CD8, CD4, and Ki67 staining of tumor sections from control and PC-depleted E0771 tumors under control and AZD3965 treated conditions. (Right panel) Quantification of staining CD8^+^ and CD4^+^ T cells, and Ki67^+^ cells (n = 3/group). Statistical significance determined by one-way ANOVA with Tukey's post-hoc test

Importantly, immunohistochemical analyses of those tumor samples clearly demonstrated that MCT-1 inhibition restored CD4^+^ and CD8^+^ lymphocyte abundance in PC-depleted tumors (Fig. 7E, F). Finally, MCT-1 inhibition did not alter the number of Ki67 positive cells in the tumors of any group, indicating that the antitumor effect of MCT-1 inhibition was not explained by global reduction of proliferation (Fig. 7G). These results demonstrate that the modulation of the tumor immune microenvironment by PC-depletion is dependent on lactate secretion.

## Discussion

Cancer cell metastasis and immunosuppression both rely on remodeled tumor cell metabolism [3, 4]. We and others have shown that PC supports the metabolic demands for developing tumors [23–25, 38–41]. In contrast, herein we describe a model whereby expression of PC is transcriptionally suppressed by hypoxia. Under these conditions, diminished levels of PC support immunosuppression via increased production of extracellular lactate (graphical abstract). Concordant with our findings, recent work has identified suppression of PC in TAMs to limit antitumor immunity, with both hypoxia and soluble factors from the TME required for PC suppression [26]. Similarly, PC expression in CD8+ T cells is essential to support effective activation and antitumor immunity [42]. While the exact mechanism of how hypoxia reduces PC promoter activity is yet to be determined, our study builds a framework for understanding the role of PC in mammary tumors as a key hypoxia-responsive factor that drives metabolic reprogramming and immunosuppression.

Hypoxia-mediated changes in tumor metabolism remain incompletely understood [43]. Hypoxia limits oxidative phosphorylation via activation of pyruvate dehydrogenase kinase (PDK) [44] and promote lactate metabolism by direct activation of lactate dehydrogenase (LDH) enzymes [45, 46] and MCT transporters [47]. Our work extends these findings by demonstrating that under hypoxic conditions, PC is transcriptionally repressed via its proximal promoter, and loss of PC promotes increased lactate production. These findings are consistent with patient data that indicate PC expression is lower in many solid tumors relative to normal tissue. Further, PC expression is inversely associated with a hypoxic signature of primary breast tumors. Moreover, our previous studies also indicate that the extremely hypoxic primary tumors resulting from mammary fat pad engraftment of 4T1 cells also lack PC expression [24].

To recapitulate the loss of PC expression in 4T1 mammary tumors, we utilized various shRNA constructs to deplete PC in the E0771 and M-Wnt cells, as they spontaneously metastasize at lower rates than 4T1 cells. Indeed, unlike our previous studies in the 4T1 model [24], specific depletion of PC in both E0771 and M-Wnt cells increased primary tumor growth. Complementing our depletion approach, we demonstrate that overexpression of PC in the 4T1 cells correspondingly led to decreased lactate production and dramatic immune attack of establishing metastases. These data suggest that hypoxia-mediated suppression of PC in primary tumors contributes to immune evasion as cells disseminate. However, data from our group and others clearly indicate that at some point in establishment of macrometastasis, return of PC expression is required. Therefore, the intricacies of the return of PC expression upon reoxygenation and the contribution of cellular heterogeneity in PC expression to metastatic initiation and outgrowth need to be further explored.

Metabolomic analyses revealed that PC suppression leads to the expected depletion of oxaloacetate and increased levels of citric acid. Interestingly, under nutrient replete culture conditions we also observed increased levels of glutamate, succinate, fumarate, and malate. These data suggest increased dependency on glutamine in the absence of PC, and are consistent with previous reports that indicate higher levels of pyruvate and lower levels of glutamine drive the requirement of PC-dependent anaplerosis in the pulmonary microenvironment [25]. In contrast, glutamine levels dominate in primary mammary tumors, potentially explaining why PC expression is dispensable in our studies.

Lactic acidosis is a clinical consequence of genetic PC deficiency in newborns [48]. These data provide strong clinical precedent for PC downregulation leading to increased lactate production. Here, we demonstrate that PC-depleted cells produce more lactate and are more sensitive to inhibition of lactate metabolism using compounds targeting lactate synthesis and secretion. Taken together these data suggest that PC suppression in primary tumors may drive increased glutamine utilization for anaplerotic metabolism to support rapid lactate efflux.

Suppression of PC also reduced markers of tumor immunosurveillance in both tumor models used in this study. IHC staining further supported these gene expression differences by demonstrating reductions of CD8^+^ T cells and increases of CD4^+^ T cells in PC-depleted tumors relative to controls. The finding that loss of PC in cancer cells regulates CD8^+^ and CD4^+^ T cell populations in tumors further advances our understanding of lactate-mediated suppression of antitumor immunity [6, 10, 16]. Our finding that pharmacological inhibition (via AZD3965) lactate transport reversed remodeling of tumoral T cell populations is striking as it indicates that not only was loss of PC expression sufficient to promote these effects, but also highlights lactate metabolism as an exploitable dependency.

## Conclusions

Taken together, our findings link tumor hypoxia to aberrant production of lactate via suppression of PC. In contrast to the essential role of PC for metastatic progression within the oxygen rich microenvironment of the lungs, the current study presents an important relationship between hypoxia, metabolic plasticity, and regulation of tumor immunity. This work expands a growing body of evidence that supports PC as an important regulator of both antitumor immunity and cancer metabolism.

### Supplementary Information

Additional file 1

Additional file 2

Additional file 3

Additional file 4

Additional file 5

Additional file 6

Additional file 7

Additional file 8

Additional file9

## Data Availability

The transcriptomic datasets supporting the conclusions of this article are available in the GEO database under accession GSE199831 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199831). All other data is contained within the article and its additional files, further details available on request to the corresponding authors (SDH and MKW).

## Abbreviations

*PC*: Pyruvate carboxylase
*LDHA*: Lactate dehydrogenase
TME: Tumor microenvironment
MCT: Monocarboxylate transporter
OAA: Oxaloacetate
TCA: Tricarboxylic acid
PDK: Pyruvate dehydrogenase kinase

# Supplementary material for: Hypoxia-mediated repression of pyruvate carboxylase drives immunosuppression
**Source:** Breast Cancer Res. 2024 Jun 7;26:96. doi: 10.1186/s13058-024-01854-1
**Supplement:** Supplementary file 8 — Additional file 8

**Additional Figure 1: Digital cytometry of + Dox and - Dox tumors**

Digital cytometry based on transcriptomic profiler from control (- Dox) and PC suppressed (+ Dox) M-Wnt tumors (n=5/group). (A) M0 Macrophages, (B) M1 Macrophages, (C) naïve CD8 T cells, (D) TH1 cells, and (E) resting NK cells (n=5/group). 

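Genes of inflammatory (M1-type) macrophages fell in the shPC tumors. The M1-type macrophage genes list fell by 1.01 (8 of 15 genes lower adjusted over the list alone, adjusted p = 1.34e-07 from limma's camera, and 0.189 with an estimated correlation). All shPC tumors lay below all Ctrl tumors (exact permutation test, two-sided, p = 0.00794, or 0.0288 adjusted over the lists), and the arginine transporter Slc7a2 had -2.43 (standard error 0.65). The list had -0.48 with lymph node genes as a covariate (adjusted p = 1.70e-04, in a range of 1.96e-09 to 0.189 over its alternatives). The M2-type macrophage genes list, of macrophages steered by interleukin 4, had a mean difference of -0.42 and did not pass (adjusted p = 0.0985, in a range of 0.0240 to 0.830 over its alternatives). It passed as lower without shPC 1 (0.0413), shPC 3 (0.0483) or Ctrl 4 (0.0301), and without Ctrl 2 its difference was -0.18 (0.498). The CD8 T cells list was lower by 0.85, within the spread between tumors (0 of 8 genes lower adjusted over the list alone and 2 at an unadjusted p under 0.05, adjusted p = 0.00551, and 0.291 with an estimated correlation, and permutation p = 0.0873, or 0.145 adjusted over the lists), with the CD8 chains Cd8a at -1.91 and Cd8b1 at -2.00. Without shPC 5 these had -1.13 and -1.10. The list's difference was -0.40 without shPC 5, with adipocyte genes as a covariate -0.61 (adjusted p = 0.0842), and with lymph node genes as a covariate 0.03 (adjusted p = 0.973), in a range of 9.71e-04 to 0.973 over its alternatives. Naive lymphocytes at -0.22 (adjusted p = 0.278; -0.11 without Ctrl 1) and the lymph node stroma and follicle list at -0.43 (adjusted p = 0.257; -0.24 without shPC 5) did not pass. In the latter the follicle chemokine Cxcl13 had -2.85 (standard error 0.97; -1.84 without shPC 5), and 6 of its 12 genes stand in another list too. The single genes named had adjusted p-values of 0.197 to 0.310 from limma.
Digital cytometry, run by the authors with CIBERSORTx, estimates the share of each cell type in a mixed sample from the sample's expression values and reference profiles of pure cells. The authors used mouse immune cell signatures published earlier as the profiles, and the shares were not computed here. The lists compare the signal of marker genes between tumors, which is another quantity than a share of cells.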

Statistical significance was determined by Student’s t-test (A-E). All graphs represent mean ± SEM.

**Additional Figure 2: Suppression of PC in E0771 tumors suppresses immune related gene expression**

Hallmark GSEA of transcriptomic profile of tumors from control and PC-suppressed E0771 tumors, significantly enriched with FRDq <0.05 (n=3/group).

**Additional Figure 3: Suppression of PC in M-Wnt tumors promotes Treg infiltration**

(A-C) Flow cytometric analysis of CD45+ cells from M-Wnt tumors harboring control (Scram) or PC-targeted (ShPC-C) constitutive shRNAs (n=4-5/group). Statistical significance was determined by Student’s t-test.

**Additional Figure 4: Hypoxia signature is associated with low PC expression**

PC expression in and upper and lower quartiles of HIF-1α signaling ssGSEA score in the TCGA breast cancer database.

**Additional Figure 5: Suppression of PC in predicts response to immunotherapy and induces PDL1 expression.**

Overall survival analysis of patients treated with (A) anti-PDL1 (n=459), (B) anti-PD1(n=402), or (C) anti-CTLA4 (n=112) immunotherapies stratified by PC expression using KMPlotter automatic expression threshold. (D) pAKT S473 expression in PC suppressed (shPC-C) or control (Scram) M-Wnt cells (n=3/group). (E) PC and (F) PDL1expression in PC suppressed (shPC-C) or control (Scram) M-Wnt cells treated with or without 20nM LY294002 (n=4/group). Statistical significance was determined by Logrank test (A-C), Student’s t-test (D), and two-way ANOVA (E-F).

**Additional Figure 6: Suppression of PC increases reliance on lactate production independent of PDH phosphorylation**

(A) Expression of PC in control (scram) and PC-suppressed (ShPC-B) M-Wnt cells was quantified by qPCR (n=3/group). (B) Cell viability analysis of control and ShPC-B cells upon treatment of 25𝜇M FX-11(n=4/group). (C) Intracellular lactate concentration in control and ShPC-B cells as quantified by using luminescent assay(n=3/group). (D-E) Immunoblot analysis of Scram and shPC25 E0771 cells cultured for 24 h in normoxia (21%O_2_) or hypoxia (1%O_2_) and probed with indicated antibodies. Statistical significance determined by Student’s t-test (A-B) and one-way ANOVA (C,E).

**Additional Figure 7: PC suppression does not promote electron transport chain intrinsic defects**

High resolution respirometry of permeabilized M-Wnt cells. (A) Specific oxygen flux of control (scram) and PC-suppressed (ShPC-B and ShPC-C) M-Wnt cells (𝜌mol∙s-1∙million cells) (n=8/group). (B) Flux control ratio (FCR) normalized to the internal reference state PMGSE, achieved following addition of N- and S-coupled substrates and titration of FCCP until complete uncoupling of the mitochondrial membrane potential was achieved. Statistical significance determined by one-way ANOVA.

**Additional Figure 8: Overexpression of PC in 4T1 cells suppresses lactate production and promotes tumor growth**

(A) PC overexpression in 4T1 cells. (B) Extracellular lactate levels in PC overexpressed (PC o.e.) or vector control (Vector) 4T1 cells (n=10/group). (C-D) Basal OCR and ECAR in PC overexpressed (PC o.e.) or vector control (Vector) 4T1 cells (n=9/group). PC overexpressed (PC o.e.) or vector control (Vector) 4T1 cells were orthotopically translated into BALB/c mice and (E) tumor growth over time, (F) ex vivo tumor mass, and (G) pulmonary metastasis determined (n=5/group). (H-M) Quantification of Immunohistochemistry staining of Ki67, CD4, and CD8 in Vector and PC o.e. primary tumors (H-J) and pulmonary metastasis (K-M) (n=4-5/group). Statistical significance determined by Students t test (B-D, G-M) or two-way ANOVA (E).

# Supplementary material for: Hypoxia-mediated repression of pyruvate carboxylase drives immunosuppression
**Source:** Breast Cancer Res. 2024 Jun 7;26:96. doi: 10.1186/s13058-024-01854-1
**Supplement:** Supplementary file 9 — Additional file9

| **Target** | **Species** | **Forward** | **Reverse** |
| --- | --- | --- | --- |
| PC | Mouse | TCA CCA GTG ACT CTG TCA AAC | GAC CAG GTC CAC ATC TGT AAT C |
| PC | Human | ATG TTG CCC ACA ACT TCA GCA AGC | AGT TGA GGG AGT CAA ACA CAC GGA |
| GAPDH | Mouse | CAA CTT TGG CAT TGT GGA AGG GCT C | GCA GGG ATG ATG TCT TGG GCA GC |
| GAPDH | Human | TGC ACC ACC AAC TGC TTA GC | GGC ATG GAC TGT GGT CAT GAG |
| PDL1 | Mouse | GCT CCA AAG GAC TTG TAC GTG | TGA TCT GAA GGG CAG CATT TC |
| RPLP0 | Mouse | AGA TTC GGG ATA TGC TGT TGG C | TCG GGT CCT AGA CCA GTG TTC |
| UBC | Mouse | CTG GAA GAT GGT CGT ACC CTG | GGT CTT GCC AGT GAG TGT CT |

**Table S1 Oligonucleotide primer sequences**

How the deposited data were processed for this re-analysis (not part of the article)

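Whole tumors grown from M-Wnt mouse mammary cancer cells were measured on Clariom S mouse arrays, 1 array per tumor, 5 tumors of the shPC group and 5 of the Ctrl group. The authors labelled the RNA with the WT PLUS kit, and they carried out quality control and tests in Transcriptome Analysis Console. The deposited values are treated as log2 signals. They are decimals, none is negative, and their quartiles are alike between arrays, which shows a log scale and a normalization between arrays. The base is taken from the Affymetrix software and is not certain, since the highest value of each array, 19.04 to 19.19, exceeds the log2 range of a 16-bit scanner, and the method of normalization is not given in the sources used here. Of 22206 probe sets 19572 name 1 gene, 0 name several and 2634 are not listed in the probe annotation and were left out. Gene names were compared with RefSeq genes and 0 were changed. Where a gene had several probe sets (55 genes) the one with the highest mean over all tumors was used, which left 19505 genes. No sample was left out, and each tumor's group was taken from its label.

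All work was done in R 4.3.3. The groups were compared gene by gene with limma 3.58.1 (shPC minus Ctrl, default moderation, no filter) and p-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The methods' t-test, which the paper names for comparing 2 groups in general and not for array genes, was run beside it. Exact permutation tests used all 252 splits of the tumors into groups of 5, two-sided, and 100 of the 126 splits that differ when mirrors count once were drawn for the comparison of other splits (random seed 11). A correlation across tumors was tested with 100000 resamples over all 10 tumors and, added later with the group means removed, with the 14400 orders of the tumors within the groups. Gene lists were written from general knowledge of mouse biology and a list needed 3 measured genes to be tested. They were tested with camera at a preset correlation of 0.01, and p-values were adjusted over the lists. A list's mean difference is the mean over its measured genes, and its genes were also adjusted over the list alone. Mouse Reactome sets of 10 to 300 measured genes, as shipped with fgsea 1.28.0, were tested in the same way. The genes named were the 10 with the smallest p in each direction among genes whose groups did not overlap, up to 4 genes of each list with the smallest p, and the genes the paper names. Predicted genes, olfactory and vomeronasal receptors, and immunoglobulin and T cell receptor variable segments were skipped among the 10. The Hallmark and Gene Ontology sets and the cell signature matrix of the paper were not available and were not analysed here, and neither were coordinates.

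The alternatives were quantile normalization, arrays centred on their median, only probe sets above the 30th percentile of their array in at least 5 arrays, eBayes with trend and robust variances (statmod 1.5.0), array weights, the methods' t-test, the mean of a gene's probe sets, the replicate number as a block, the mean of adipocyte genes or of lymph node genes per tumor as a covariate, and leaving out each tumor in turn. For lists and Reactome sets they were also camera with an estimated correlation and preranked GSEA with fgsea, and for lists fry. A fit without Ctrl 1 and shPC 5 was added later. The way from table to result was tested on simulated data in which 200 genes of known size were changed. The number of arrays limits the precision of each value.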

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

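The fit of the synthesis list without its adipocyte genes and the gaps without shPC 5 were tests chosen only after the results were seen.

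In 358 groups of 5 tumors, 29 held 1 tumor far from the other 4, where chance gives about 1 in 20. These were 1 of 2 groups of array medians, 10 of 116 groups of list means and 18 of 240 groups of single genes. The tumor was shPC 5 in 17 of them. Its array median was 7.15, and the other shPC tumors had 7.37 to 7.39. Its mean log2 signal was low in 6 lists, namely T cells 5.67 (others 7.84 to 8.64), IL2-STAT5 signalling 7.97 (others 9.33 to 9.84), chemokines and receptors 8.36 (others 9.49 to 9.85), lymph node stroma and follicle 6.72 (others 7.57 to 7.74), IL6-JAK-STAT3 signalling 11.05 (others 11.40 to 11.54) and NF-kB and TNF response 9.08 (others 9.38 to 9.48). It was low in 10 genes of T cells, NK cells, monocytes, other immune cells and epithelium, namely Cd3e 7.71 (others 11.41 to 12.61), Cd8b1 6.21 (others 9.92 to 11.35), Icos 6.50 (others 9.59 to 10.69), Itgae 6.60 (others 8.08 to 8.61), Xcl1 6.09 (others 7.62 to 7.98), Ly6c2 10.79 (others 12.89 to 13.66), Tlr9 9.46 (others 10.72 to 11.02), Pim1 10.29 (others 11.13 to 11.32), Cfb 9.51 (others 11.34 to 12.02) and Cdh1 6.00 (others 8.35 to 9.26).

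In Ctrl 1 the genes of keratinocytes had a mean log2 signal of 11.94 (other Ctrl tumors 4.19 to 4.67) and those of skeletal muscle 8.09 (4.42 to 4.72). In shPC 4 the keratinocyte genes had 5.97 (other shPC tumors 4.12 to 4.44). In Ctrl 2 the B cells list had 7.30 (other Ctrl tumors 5.99 to 6.36), Klrb1c, which encodes NK1.1, 10.45 (9.15 to 9.43), Spred3 8.46 (7.71 to 7.91), Fads1 12.16 (12.79 to 12.97) and Mx1 10.99 (11.23 to 11.30). Single genes far from the rest of their group were also Il2ra in Ctrl 3 at 8.08 (7.33 to 7.51), Inca1 in Ctrl 5 at 6.37 (6.77 to 6.92), Mki67 in shPC 3 at 15.64 (16.05 to 16.18) and Acot2 in shPC 3 at 8.77 (8.09 to 8.22).

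The immune gene lists were lower in the shPC tumors, and 3 differences in tissue make-up were tested. Fat pad in the Ctrl tumors as the whole cause is argued against by the interferon gamma response list, which still fell by 1.24 with adipocyte genes as a covariate (adjusted p = 9.75e-19, in a range of 2.85e-29 to 0.193 over its alternatives). A lower share of all leukocytes predicts lower all leukocytes and macrophages lists, and these had -0.56 and -0.30 with every shPC tumor below every Ctrl tumor. A gap between the macrophages and interferon gamma response lists beyond the spread was set beforehand to speak against it as the whole cause. The difference of the macrophages list lay 1.08 above that of the interferon list (standard error 0.46, exact permutation test, two-sided, p = 0.0159, adjusted p = 0.0661 over 10 such gaps). Without shPC 5 this gap was 0.65 (permutation p = 0.0238). It cannot decide the question, since it did not pass adjusted and whole tumors include interferon response genes of cells other than leukocytes. The macrophages list also lay above Th1 cells by 0.76 (permutation p = 0.0159; 0.49, p = 0.0238 without shPC 5), NK cells by 1.06 (permutation p = 0.0317; 0.64, p = 0.0635 without shPC 5) and T cells by 0.91 (permutation p = 0.0794; 0.42, p = 0.175 without shPC 5), and the all leukocytes list above the interferon gamma response by 0.81 (permutation p = 0.0238; 0.47, p = 0.0317 without shPC 5) and the type I interferon response by 0.43 (permutation p = 0.0952; 0.34, p = 0.175 without shPC 5). The gaps to T cells and to the type I interferon response did not pass, no gap passed adjusted over the 10, and a lower share, as the whole or a part of the change, stays open. More lymph node in the Ctrl tumors cannot be told apart from a change in the tumors: the mean difference of the lymph node, B cell and naive lymphocyte lists lay 0.86 above that of the T cells list (standard error 0.44, exact permutation test, two-sided, p = 0.0397, adjusted p = 0.0661; 0.46 without shPC 5, p = 0.0794), Cxcl13 and Mfge8, the genes of the lymph node list with the highest array signal, which does not rank genes by amount, had 12.30 ± 2.49 and 13.60 ± 0.13 in shPC and 15.15 ± 0.57 and 12.91 ± 0.35 (SD, n = 5) in Ctrl, and with that list as a covariate the interferon gamma list had -0.61 (adjusted p = 3.87e-13) and the T cells list -0.14 (adjusted p = 0.0786, in a range of 2.29e-13 to 0.244). The shRNA and doxycycline, given together, remain open as biological causes.

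The lists of lipid synthesis and storage were lower in the shPC tumors, and a candidate explanation is more fat pad around the Ctrl tumors. With adipocyte genes as a covariate the fatty acid and triglyceride synthesis list went from -0.70 to -0.09 (adjusted p = 0.440, in a range of 4.58e-07 to 0.440 over its alternatives). Its 22 genes that are not on the adipocyte list went from -0.44 (standard error 0.33, adjusted p = 0.00852) to 0.01 (standard error 0.15, adjusted p = 0.810), so the call ended because the difference itself went and not because its error grew. Fabp4 and Car3, the genes of the adipocyte list with the highest array signal, which does not rank genes by amount, had 14.14 ± 2.64 and 12.21 ± 3.61 in shPC and 16.07 ± 1.28 and 15.24 ± 1.84 (SD, n = 5) in Ctrl, and whole tumors were profiled with no sort that would remove fat cells. A change of lipid metabolism by the shRNA or doxycycline stays open, since it was not tested apart from the fat content.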

How the results depend on the processing

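Leaving out both Ctrl 1 and shPC 5 was chosen only after their values were seen. The cause of the changes given here was not tested.

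Most lists past camera kept their direction and their side of the threshold under each alternative but an estimated correlation and fry. Here the direction of a list is that given by camera or preranked GSEA, relative to all other genes. It can turn while the mean difference of the list keeps its sign. Of the 40 lists past camera with the preset correlation, 40 were past in the same direction after quantile normalization, without dim probe sets, with array weights, with another moderation of the variances, with the methods' t-test and with the mean of a gene's probe sets, 39 with arrays centred on their median, 38 by preranked GSEA, 36 to 40 without 1 tumor, 35 with adipocyte genes as a covariate, 33 with lymph node genes as a covariate and 35 without both tumors. The number of lists ranged from 35 to 39 lower and 3 to 4 higher without 1 tumor. With an estimated correlation 0 were higher and 0 lower, and by fry 0 and 0. The adjusted p with an estimated correlation, and then by fry, was 0.189 and 0.0520 for the type I interferon response, 0.193 and 0.0590 for the interferon gamma response, 0.189 and 0.0590 for Th1 cells, 0.193 and 0.0590 for macrophages, 0.193 and 0.0862 for NK cells, 0.244 and 0.121 for T cells, 0.416 and 0.349 for fatty acid and triglyceride synthesis, and 0.462 and 0.467 for lipid storage and lipolysis.

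With adipocyte genes as a covariate the adjusted p was 0.440 for fatty acid and triglyceride synthesis, and the direction turned for lipid storage (0.283), fatty acid oxidation (0.159), the thermogenic adipocyte list (0.443), cholesterol synthesis (0.571) and fibroblasts (0.201). With lymph node genes as a covariate the adjusted p was 0.0786 for T cells and 0.0810 for lipid storage, and the direction turned for CD8 T cells (0.973), cholesterol synthesis (0.0515), fatty acid oxidation (0.969), fibroblasts (0.344), the integrated stress response (0.703), naive lymphocytes (0.832), plasma cells (0.832) and the lymph node list itself (0.775). Without both tumors the adjusted p was 0.104 for fatty acid and triglyceride synthesis and 0.0823 for lipid storage, and keratinocytes turned (0.166).

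Relative to other genes the TCA cycle list turned after quantile normalization (0.862), without dim probe sets (0.993), with array weights (0.995), with the methods' t-test (0.948) and by preranked GSEA (0.998). Its mean difference was still 0.03 after quantile normalization. By preranked GSEA cholesterol synthesis (0.974) and fibroblasts (0.683) turned too. Without 1 tumor the adjusted p ranged from 0.311 to 0.921 for the TCA cycle, 0.194 to 0.972 for cholesterol synthesis and 0.272 to 0.990 for hypoxia, whose direction relative to other genes turned in some of these fits. The mean difference kept its sign for the TCA cycle and cholesterol synthesis and changed it for hypoxia. For keratinocytes, which turned without Ctrl 1, the adjusted p ranged from 9.56e-06 to 0.315, and for lipid storage from 7.89e-06 to 0.0548.

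Genes past an adjusted p under 0.05 were 1 lower with arrays centred on their median and 5 higher and 5 lower with moderation by trend and robust variances, and without 1 tumor 0 to 1 higher and 0 to 4 lower. Differences close to 0 changed sign: Ldha to -0.029 after quantile normalization, -0.00382 with array weights and -0.0125 without both tumors; Slc16a1 to 0.042 with centred arrays, 0.0065 with adipocyte and 0.0948 with lymph node genes as a covariate; Gapdh to -0.0286 with array weights, -0.0705 with lymph node genes and -0.0275 without both tumors. With lymph node genes Rplp0 had -0.0245 and Cd44 -0.0134, and with adipocyte genes Cd44 had -0.0471. Without 1 tumor these ranged over -0.0085 to 0.044 for Ldha, -0.102 to 0.0555 for Slc16a1, -0.045 to 0.0675 for Gapdh and -0.004 to 0.111 for Cd44. With an estimated correlation 0 Reactome sets were higher and 0 lower, and in the other settings 82 to 164 were higher and 50 to 66 lower.

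With the replicate number as a replicate block 39 lists were lower and 3 higher, 0 genes were higher and 0 lower, and the adjusted p of Pcx was 0.118. Whether equal numbers pair tumors is not given in the sources used here, and the values do not decide it. Tumors of the same number had correlations of 0.044 to 0.281 after the group means were removed. For 4 of 10 tumors the best match had their own number. The number of arrays limits all of these results.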

Differences from the paper's values

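Leaving out both Ctrl 1 and shPC 5 was a test chosen only after their values were seen. The paper's text states no number for a measure computed here, so only directions are compared.

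The paper reports more M0 macrophages in the shPC tumors by digital cytometry. The macrophages list was lower by a mean log2 difference of -0.30 (adjusted p = 9.97e-06 from limma's camera), and it was lower under each alternative set before the data were examined and without both tumors, with adjusted p-values of 3.18e-07 to 0.193. Marker signal and an estimated share of cells are different quantities. The paper also reports fewer Th1 and resting NK cells, and the NK cells and Th1 cells lists were lower too, at -1.35 and -1.06. The NK cells list does not separate resting NK cells from other NK cells, nor the macrophages list M0 from other macrophages.

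By flow cytometry of other M-Wnt tumors the paper reports higher frequencies of T cells, of CD4+ and of FOXP3+ CD4+ T cells, of B cells and of macrophages, M1 above all, with NK cells, monocytes, granulocytes and CD8+ T cells not changed (Fig. 3, Additional Fig. 3). In the tumors measured here the lists were lower, at -1.21 for T cells, -0.68 for CD4 T helper, -0.93 for regulatory T cells, -0.40 for B cells, -0.30 for macrophages and -1.01 for M1-type macrophage genes, and none of the alternatives had them higher. The NK cells (-1.35), monocytes (-0.60), neutrophils (-0.56) and CD8 T cells (-0.85) lists were lower past the threshold. By camera with an estimated correlation and by fry 0 of these lists passed, and over their alternatives the adjusted p ranged from 1.29e-16 to 0.193 for NK cells, 2.06e-05 to 0.189 for monocytes, 1.70e-04 to 0.193 for neutrophils and 9.71e-04 to 0.973 for CD8 T cells. CD8 T cells also did not pass with adipocyte (0.0842) or lymph node genes (0.973) as a covariate or, chosen after the values were seen, without both Ctrl 1 and shPC 5 (0.0823). Flow cytometry counts a share of CD45+ cells, and the lists measure marker signal in whole tumors. The contrasts differ too. The tumors of the flow cytometry carried a constitutive shRNA (shPC-C) or a scrambled control. The tumors measured here carried a doxycycline-inducible shRNA of another sequence, and the drug was given to the shPC group alone. The opposite directions are therefore not from the same comparison, and their cause was not tested. By immunohistochemistry of E0771 tumors, another line, the paper reports fewer CD8+ and more CD4+ T cells upon PC depletion (Fig. 7A). The CD8 T cells list (-0.85) went in that direction and the CD4 T helper list (-0.68) did not. The paper also reports elevated PDL1 in PC-depleted M-Wnt cells. The PDL1 gene Cd274 had a negative difference in the whole tumors measured here, which include host cells.

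The paper shows Hallmark angiogenesis among the gene sets enriched in Ctrl tumors (Fig. 2D). The angiogenesis and endothelium list written here, which is not the Hallmark set, had 0.28 (adjusted p = 0.108), and none of the alternatives called it lower. It was higher past the threshold with array weights (adjusted p = 0.0353), with adipocyte (2.89e-04) or lymph node genes (0.00124) as a covariate, without shPC 2 (0.0379), shPC 5 (0.00201), Ctrl 1 (0.0136) or Ctrl 3 (0.0335), and, chosen after the values were seen, without both Ctrl 1 and shPC 5 (5.78e-05), in a range of 5.78e-05 to 0.731.

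The paper shows thermogenesis and fatty acid metabolism among the gene sets enriched in Ctrl tumors (Fig. 2D, E). The thermogenic adipocyte list had -0.51 (adjusted p = 0.0598) and the fatty acid oxidation list -0.10 (adjusted p = 0.207). The thermogenic list was lower past the threshold with arrays centred on their median (0.0240), without dim probe sets (0.0213), with the replicate number as a block (0.00942) and without shPC 1 (0.0223), shPC 3 (0.00966), Ctrl 2 (0.00917) or Ctrl 4 (0.0231), in a range of 0.00917 to 0.703. The oxidation list was so only without Ctrl 2 (0.0194), in a range of 0.0194 to 0.969. The fatty acid and triglyceride synthesis list went in the paper's direction, at -0.70.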

Other observations

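The counts of other splits for genes at an unadjusted p, for gene lists and for Reactome sets, and the permutation test of list means after each scaling of the arrays, were tests chosen only after the results were seen.

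Lists of glycolysis, the TCA cycle, hypoxia and glutamine use lay within the spread between tumors, and of them only glycolysis passed camera. The glycolysis and lactate export list had a mean difference of -0.17 (adjusted p = 0.0371 from limma's camera, and 0.411 with an estimated correlation; exact permutation test, two-sided, p = 0.0952, or 0.153 adjusted over the lists). Of its 22 genes 13 had a negative and 9 a positive difference, and 0 passed adjusted over the list alone, 1 at an unadjusted p under 0.05. That gene was Pfkfb4, a regulator of glycolytic flux, at -0.39, and the glycolytic enzyme Pgam1 had 0.32 (0.22 without shPC 5). Without shPC 1 (0.137), shPC 2 (0.0650), shPC 4 (0.107), Ctrl 2 (0.111) or Ctrl 3 (0.0781), and with arrays centred on their median (0.0585), its adjusted p was over 0.05, in a range of 0.00184 to 0.411. The TCA cycle and pyruvate entry list had a mean difference of 0.04 (adjusted p = 0.812; permutation p = 0.516, or 0.554 adjusted over the lists; 0.02 to 0.08 without 1 tumor and opposite sign by preranked GSEA), with the pyruvate dehydrogenase subunit Pdha1 at 0.32 (standard error 0.18; 0.21 without shPC 5) and mitochondrial isocitrate dehydrogenase Idh2 at 0.43. The hypoxia response list had -0.06 (adjusted p = 0.621; permutation p = 0.619, or 0.638 adjusted over the lists; -0.13 to 0.01 without 1 tumor) with a median of 0.03, and the hypoxia-induced Ndrg1 had -1.21 and Egln3 0.82. The glutamine and aspartate metabolism list had 0.07 (adjusted p = 0.230; permutation p = 0.460, or 0.513 adjusted over the lists), with the aspartate aminotransferase Got2 at 0.30. Without Ctrl 2 the list's difference was 0.01 (adjusted p = 0.498, in a range of 0.0734 to 0.498 over its alternatives), without shPC 1 0.03 and without Ctrl 1 0.11.

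Genes the paper names for other experiments had these differences in the M-Wnt tumors (limma). The lactate dehydrogenase gene Ldha had 0.01 (standard error 0.11) and the lactate transporters Slc16a1 (MCT-1) -0.02 (standard error 0.15) and Slc16a3 -0.46 (standard error 0.29), and the signs of the first pair changed with the setting. Hif1a had -0.23 and the kinase Akt1 0.13. Of markers the paper stained for flow cytometry in other tumors, Cd4 had -1.14, Klrb1c (NK1.1) -1.37, the exhaustion markers Pdcd1 -1.90 and Havcr2 (TIM3) -0.93, the tissue-residence markers Cd69 -0.97 and Itgae (CD103) -1.06, the myeloid integrin Itgam (CD11b) 0.24 and Cd44 0.06, which turned with adipocyte or lymph node genes as a covariate. The checkpoint receptor Ctla4 had -1.64. Genes used as references had 0.10 (Rplp0, turned with lymph node genes as a covariate), 0.18 (Rpl4), 0.00 (Gapdh, whose sign changed with the setting) and 0.26 (Tubb5). Without shPC 5 the differences were -0.98 for Pdcd1, -1.02 for Ctla4, -0.70 for Itgae, 0.14 for Itgam, 0.08 for Akt1 and 0.06 for Rplp0, and without Ctrl 2 they were -0.26 for Slc16a3 and -0.12 for Hif1a. The adjusted p-values of these genes were 0.221 to 0.991. All 30 measured genes named in the study, as a list, had a mean of -0.79 (adjusted p = 2.67e-05, and 0.189 with an estimated correlation), with 7 lower and 1 higher adjusted over the list alone. The study chose these genes, and 25 of them stand in another list, so this is not independent evidence.

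Other lists were tested for the state of the tissue. Immediate early genes of dissociation and ischaemia were lower by 0.35, within the spread between tumors (adjusted p = 0.00181, and 0.193 with an estimated correlation; exact permutation test, two-sided, p = 0.0714, or 0.122 adjusted over the lists), with 1 of 16 genes lower adjusted over the list alone and the RNA-decay factor Zfp36 at -0.82. The Wnt targets list had a mean of 0.17 and a median of -0.09 (adjusted p = 0.486). The erythroid cells list, of which 4 of 10 genes were measured, had 0.10 (adjusted p = 0.385), with the heme synthesis enzyme Fech at 0.39. Without Ctrl 1 its difference was 0.03 (adjusted p = 0.661, in a range of 0.0590 to 0.683 over its alternatives), without shPC 4 0.06 and without Ctrl 3 0.15.

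The genes that differ between the groups were weighed against chance, the drug alone and array-wide shifts. In 100 of the 126 splits of the 10 tumors into 5 and 5, drawn with the real one, 100 had as many genes past an adjusted p under 0.05 as the real split, which had 0, so this count decides nothing about chance. The highest other split had 51, and whether a structure of the tumors other than the groups lies behind it was not tested. For genes at an unadjusted p under 0.05 it was 2 of 100 (2740, highest other 2913), under 1 in 20. For gene lists past camera it was 11 of 100 (40, highest other 48) and for Reactome sets 9 of 100 (176, highest other 282), both over 1 in 20. These counts were chosen after the results were seen and only the first lay under 1 in 20, so chance is not excluded. Doxycycline acting on mitochondria without the shRNA cannot be told apart from the shRNA, as it was given to the shPC group alone: the integrated stress response list had 0.14 (adjusted p = 0.278), with Cth at 1.35 and Slc7a5 at 0.61. Of its 24 genes 17 had a positive and 7 a negative difference, and 1 was higher and 1 lower adjusted over the list alone. Without shPC 5, whose list mean was 10.12 where the other shPC tumors had 9.56 to 9.85, the difference was 0.05 (adjusted p = 0.536, in a range of 0.108 to 0.703 over its alternatives), and with lymph node genes as a covariate it turned to -0.04. An array-wide shift left in the deposited values, as the whole cause, is argued against for the lists past the permutation test. Of these 16 lists 14 still passed it as lower, adjusted over the lists, with arrays centred on their median and 15 after quantile normalization, and no difference of the 16 moved by more than 0.064. The exceptions were dendritic cells with both (adjusted p = 0.0542 and 0.0511) and macrophages with centred arrays (0.0877). Centring moves every list by the same amount, so it shows only that the shift left between the groups was small. The deposited arrays had alike quartiles, so a shift before their normalization was not tested. A difference in RNA quality, which scaling does not remove, or an array-wide one behind the single genes cannot be told apart from the groups, since the housekeeping genes list had 0.12 (adjusted p = 0.117, in a range of 0.00582 to 0.429 over its alternatives) while the array medians of the groups overlapped.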
